# Systems toxicology identifies mechanistic impacts of 2-amino-4,6-dinitrotoluene (2A-DNT) exposure in Northern Bobwhite

**DOI:** 10.1186/s12864-015-1798-4

**Published:** 2015-08-07

**Authors:** Kurt A. Gust, Bindu Nanduri, Arun Rawat, Mitchell S. Wilbanks, Choo Yaw Ang, David R. Johnson, Ken Pendarvis, Xianfeng Chen, Michael J. Quinn, Mark S. Johnson, Shane C. Burgess, Edward J. Perkins

**Keywords:** Transcriptomics, Proteomics, Systems toxicology, Nitrotoluenes, Northern Bobwhite, PPAR signaling

## Abstract

**Background:**

A systems toxicology investigation comparing and integrating transcriptomic and proteomic results was conducted to develop holistic effects characterizations for the wildlife bird model, Northern bobwhite (*Colinus virginianus*) dosed with the explosives degradation product 2-amino-4,6-dinitrotoluene (2A-DNT). A subchronic 60d toxicology bioassay was leveraged where both sexes were dosed via daily gavage with 0, 3, 14, or 30 mg/kg-d 2A-DNT. Effects on global transcript expression were investigated in liver and kidney tissue using custom microarrays for *C. virginianus* in both sexes at all doses, while effects on proteome expression were investigated in liver for both sexes and kidney in males, at 30 mg/kg-d.

**Results:**

As expected, transcript expression was not directly indicative of protein expression in response to 2A-DNT. However, a high degree of correspondence was observed among gene and protein expression when investigating higher-order functional responses including statistically enriched gene networks and canonical pathways, especially when connected to toxicological outcomes of 2A-DNT exposure. Analysis of networks statistically enriched for both transcripts and proteins demonstrated common responses including inhibition of programmed cell death and arrest of cell cycle in liver tissues at 2A-DNT doses that caused liver necrosis and death in females. Additionally, both transcript and protein expression in liver tissue was indicative of induced phase I and II xenobiotic metabolism potentially as a mechanism to detoxify and excrete 2A-DNT. Nuclear signaling assays, transcript expression and protein expression each implicated peroxisome proliferator-activated receptor (PPAR) nuclear signaling as a primary molecular target in the 2A-DNT exposure with significant downstream enrichment of PPAR-regulated pathways including lipid metabolic pathways and gluconeogenesis suggesting impaired bioenergetic potential.

**Conclusion:**

Although the differential expression of transcripts and proteins was largely unique, the consensus of functional pathways and gene networks enriched among transcriptomic and proteomic datasets provided the identification of many critical metabolic functions underlying 2A-DNT toxicity as well as impaired PPAR signaling, a key molecular initiating event known to be affected in di- and trinitrotoluene exposures.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1798-4) contains supplementary material, which is available to authorized users.

## Background

2,4,6-trinitrotoluene (TNT) has been used as a munitions constituent (MC) for over a century and represents a critical environmental contaminant found in soils at ammunition production facilities as well as on military training ranges where ordinance are fired and detonated [1]. Although the toxicity of the TNT has been broadly characterized [2], the effects of key environmental degradation and biotransformation products are still not well understood. 2-amino-4,6-dinitrotoluene (2A-DNT) has been identified as a principle environmental breakdown product resulting from anerobic biodegradation of TNT [3] and remains a chemical of concern for the risk assessment of MC-contaminated sites [4].

Wildlife bird species represent important potential receptors of MCs, especially ground foraging birds that may inadvertently consume these chemicals when ingesting grit or soils to assist with digestion [5]. Quinn et al. [6] examined the toxicological effects of 2A-DNT in the ground foraging bird species, Northern bobwhite (*Colinus virginianus*), and found that it was acutely toxic only at high doses (LD_50_ = 1167 mg/kg). However, in subchronic 60d exposures, sustained oral dosing of 2A-DNT was observed to elicit mortality at a much lower dose (14 mg/kg-d, [6]). In addition to mortality, 2A-DNT dosing caused a variety of sublethal effects in the subchronic exposures including: increased liver weights, decreased leukocyte counts, increased plasma-triglyceride levels and splenic reticular cell hyperplasia [6]. Northern bobwhite exhibited similar effects when exposed to other nitrotoluenes including 4A-DNT [7] and 2,6-DNT [8, 9], however 2,6-DNT tended to have a broader range of sublethal impacts relative to 2A-DNT and 4A-DNT.

Given its attributes as an important avian ecotoxicological model, genomics characterization and gene expression tools have been generated for Northern bobwhite [10–12] providing resources for in-depth systems toxicological assessments. The transcriptomics tools developed for Northern bobwhite have provided mechanistic insights into the toxicology of the nitrotoluene 2,6-DNT providing hypothetical mechanisms of action for a variety of toxicological phenotypes [11]. A principle finding was enrichment and apparent antagonism of peroxisome proliferator-activated receptor (PPAR) signaling pathways that were hypothesized to result in impaired energy metabolism and ultimately lethargy and weight loss [6, 11]. Similar responses were observed in Sprague–Dawley rats for multiple nitrotoluenes in addition to impaired lipid metabolism [13], a principle metabolic pathway regulated by PPAR signaling [14]. Recently, Wilbanks et al. [15] conducted experiments with PPARα knockout mice combined with *in vitro* PPAR nuclear signaling assays validating that antagonism of PPARα by the nitrotoluene 2,4-DNT represents the molecular initiating event (MIE) for impaired exercise performance and weight loss. Overall, these results suggest conservation of this MIE across species and potentially across nitrotoluenes.

In the present study, liver and kidney tissues derived from the subchronic 60d assay described in Quinn et al. [6] were investigated to identify the molecular mechanisms underlying toxicological phenotypes using a systems toxicology approach to compare, contrast and integrate global transcriptomic and proteomic responses to 2A-DNT dosing. Specifically, statistical enrichment of gene networks [16, 17] and canonical metabolic pathways [18, 19] were utilized to identify hypothetical molecular initiating events (MIEs) and metabolic pathway impairment providing key information within adverse outcome pathways [20] for nitrotoluene compounds. Finally, we conducted *in vitro* PPAR nuclear activation/inhibition assays to test if 2A-DNT interferes with PPAR signaling.

## Methods

We utilized tissues from a study by Quinn et al. [6] that characterized the apical toxicological impacts of 2A-DNT in Northern bobwhite. The specific rationale for dose-selections as well as all detailed toxicological results for the 2A-DNT exposures in Northern bobwhite can be found in Quinn et al. [6] Briefly, twelve individuals of each sex were exposed to 0, 0.5, 3, 14, or 30 mg/kg-d 2A-DNT via daily gavage in subchronic 60d bioassays. Immediately following euthanasia by CO_2_ asphyxiation, liver and kidney tissues were collected from each sex and a portion of each tissue was flash frozen for proteomics analyses and another portion fixed in RNA Later™ (Qiagen Inc., Valencia, CA) following manufacturer’s recommendations for transcriptomics analyses. Tissues were stored at −80 °C until needed for analysis. All animal exposure protocols were conducted consistent with Good Laboratory Practices, conducted at the US Army Public Health Command (USAPHC) AAALAC accredited facility and were approved by the Institutional Animal Care and Use Committee at the USAPHC.

### RNA extraction

RNA extraction was conducted as described in Gust et al. [10] and Rawat et al. [11]. Briefly, RNA extraction was conducted using RNeasy Mini RNA extraction kits (Qiagen Inc.). RNA quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany) with RNA 6000 Nano LabChips® and a NanoDrop ND-1000 Spectrophotometer (NanoDrop technologies, Wilmington, DE, USA). Only samples with a 28 s/18 s ratio ≥2.0 and an RNA integrity number ≥7.0 were used for downstream applications.

### Microarray experimental design, hybridizations and data extraction

We utilized the 8x15K custom oligonucleotide microarray platform (Agilent Technologies, Santa Clara, CA) developed for Northern bobwhite and described in Rawat et al. [11] for all transcript expression investigations. Microarray hybridizations were conducted using completely randomized design experiments including a 2 × 4 factorial treatment arrangement to investigate the following conditions: sex (male and female) and 2A-DNT dose (control, 3, 14, and 30 mg/kg-d) for both liver and kidney tissues. All conditions included 4 biological replicates. The Agilent One-Color Microarray Hybridization protocol (Agilent Technologies) was utilized for microarray hybridizations following manufacturer’s recommendations. One μg of total RNA was utilized for all hybridizations. An Axon GenePix® 4000B Microarray Scanner (MDS Analytical Technologies Inc., Toronto, Canada) was used to scan microarrays at 5 μm resolution. Data were extracted from microarray images using Agilent Feature Extraction software (Agilent Technologies). Analysis of internal control spikes added prior to cRNA synthesis indicated that signal data was within the linear range of detection. All microarray data and results have been archived at the Gene Expression Omnibus (GSE59910, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE59910).

### Microarray data analysis

Background subtracted, adjusted median signal intensities were normalized on a per-chip basis using custom scripts with R (http://www.r-project.org/) software [21]. The script transforms the signal intensity by dividing signal intensity for all the genes with the mean intensity in each array. Microarray analysis was performed using HDArray from Bioconductor (www.bioconductor.org) which utilizes a Bayesian probabilistic framework-based *t*-test to test for differences in gene expression [22]. The normalized data was imported into HDArray and *p*-value associated with fold change was calculated for each gene. The HDArray results output were exported into MySQL (www.mysql.com) and the overlap between log transformed *Bayes p* (*p* < 0.05, unless stated otherwise) and present signal flag for all replicates was taken. The microarray for Northern bobwhite includes 8,454 non-redundant sequences with positive-frame orientations in addition to 3,272 sense-antisense probe-pairs representing transcripts for which the frame-orientation was not known. For the sense-antisense probe pairs, one probe represents a nonsense sequence and our expectation was that no target should have specific binding to it. All probes for which expression was observed in both the forward- and reverse-sequence were considered non-specific and were removed from the expression analysis.

### Reverse-transcriptase, quantitative polymerase chain reaction (RT-qPCR)

Microarray results were validated using RT-qPCR (Additional file 1: Table S1). DNase (Qiagen, Valencia, CA, USA) treated total RNA from all biological replicates previously used in microarray hybridizations (4 replicates per condition) were examined using RT-qPCR (see supplemental text for detailed methods). Briefly, 500 ng of total RNA was reverse transcribed into cDNA in a 6.3 μL reaction containing 250 ng of random primers and SuperScript III reverse transcriptase (Life Technologies, Grand Island, New York), following the manufacturer’s protocol. Cycling parameters for cDNA amplification were 95 °C for 15 min, 40 cycles of 95 °C for 15 s, and 60 °C for 1 min. Results were normalized to 18S rRNA expression and analyzed using the ΔΔCt method (Applied Biosystems, Foster City, CA, USA). The 95 % confidence interval (95 % C.I.) was calculated around the mean relative expression for each treatment. Confidence intervals that did not include unity were considered differentially expressed relative to controls as described in Rawat et al. [11].

### Proteomics experimental design, extractions and sample preparation for mass spectrometry

Protein isolations were carried out using four biological replicates of male kidney, female liver and male liver tissue from birds exposed to either 0 mg/kg-d 2A-DNT (control) or 30 mg/kg-d 2A-DNT (treatment). One hundred mg of each tissue sample was subjected to differential detergent fractionation (DDF) as described by van den Berg et al. [23] and Vergnon et al. [24]. DDF extraction resulted in four protein fractions for each sample: cytosolic, membrane/organelle, nuclear and least soluble. Fifty μg of protein from each DDF fraction was precipitated in 50 % trichloroacetic, washed twice with acetone, and trypsin digested as described by van den Berg et al. [23]. After digestion, residual detergents were removed from the digests using a strong cation exchange macrotrap (Michrom TR1/25108/53, Bruker Corporation, Fremont, CA, USA) followed by desalting using a peptide macrotrap (Michrom TR1/25108/52, Bruker Corporation) according to manufacturer’s instructions. Peptides were dried and re-suspended in 20ul of 5 % acetonitrile (ACN), 0.1 % formic acid for nLC-MS/MS analysis.

### Proteomics - mass spectrometry

Peptide mass spectrometry was achieved using a Surveyor HPLC system (Thermo) configured for nano flow rates using a split solvent supply coupled with an LCQ DECA XP Plus ion trap mass spectrometer (Thermo Thermo Fisher Scientific, Waltham, MA, USA). Peptides were separated with a BioBasic C18 reversed phase column (Thermo 72105–100266, Thermo Fisher Scientific) using an acetonitrile (ACN) gradient of 5 % ACN to 50 % ACN in 620 min. Flow rate was set at 500 nL per minute with 0.1 % formic acid as an ion source. Column eluate was ionized using a stock LCQ nanospray ion source operated at 2 kV applied using liquid junction just before a silica emitter. The LCQ was operated in normal scan mode with MS/MS scans of the top five most abundant ions from each precursor scan. Dynamic exclusion was enabled with a repeat count of two and a duration of two minutes. Data collection occurred over the entire 620 min gradient.

#### Protein identification

Mass spectra were searched against a protein database using the SEQUEST [25] algorithm in Bioworks 3.3 (Thermo Fisher Scientific). At the time of analysis, the *C. virginianus* known proteome contained fewer than 100 proteins so the reference proteome (RefSeq) for *Gallus gallus* containing 18,768 entries was downloaded from NCBI on September 29, 2009. The protein database was *in silico* trypsin digested and cysteine carbamidomethylation and methionine oxidations (single and double) were included in the search criteria. Precursor and fragment ion tolerances were set at 1.5 Daltons. A randomized decoy database was also searched with mass spectra using the same search criteria as described above to estimate the probability of peptide identifications being false positives. We used a peptide probability filter of p ≤ 0.05 for protein identifications. Identified proteins were evaluated for differential expression using Monte Carlo re-sampling statistics [26] at a p-value of ≤ 0.05. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the dataset identifier PXD001206.

### Gene network and metabolic pathway analysis

Effects of 2A-DNT exposure on gene network and metabolic pathway inferences were derived using differential expression datasets for transcripts and proteins. Affected gene networks and metabolic pathways were identified using Ingenuity Pathways Analysis software (IPA; Ingenuity Systems, Redwood, CA, USA) and the Database for Annotation, Visualization and Integrated Discovery (DAVID v6.7, http://david.abcc.ncifcrf.gov/, [18]), respectively. Gene lists for were converted to *Gallus gallus* gene homologs for IPA and DAVID analyses. Gene network analysis in IPA calculated p-values for the overlap between the input data and the known molecular interactions curated within IPA knowledgebase. Fisher’s exact tests (p = 0.05) were conducted to determine the probability that each molecular network was enriched by chance. For significantly enriched molecular networks, the top 5 were used to interpret biological outcomes resulting from 2A-DNT exposure. Enrichment of metabolic pathways curated by the Kyoto Encyclopedia of Genes and Genomes Database (KEGG, http://www.genome.jp/kegg/pathway.html) were investigated using DAVID where enrichment was calculated using the *Gallus gallus* reference genome as the background gene set and the cutoff for significant enrichment was *p* < 0.10.

### PPAR nuclear activation assays

To determine the effect of 2A-DNT on PPAR signaling, nuclear receptor reporter assays were conducted (PPARα, PPARγ, PPARδ, and the PPAR co-factor RXRα human cell-based assays, Indigo Biosciences, State College, PA). Cell viability was measured in the nuclear receptor reporter assays using a live cell multiplex assay (Indigo Biosciences). All bioassays were conducted according to the manufacturer’s specifications. Briefly, PPARα, PPARγ, PPARδ, or RXRα − luciferase reporter cells were thawed in cell recovery medium for 10 min at 37 °C. Cells were distributed into 96-well plates, then dosed immediately with test chemicals in compound screening medium at 0.01, 0.1, 1, and 10 mg/l (*n* = 3) diluted from a 2A-DNT stock solution in dimethyl sulfoxide. The final dimethyl sulfoxide concentration in all wells was 0.05 %. Cells were also incubated with their respective agonists as positive controls (PPARα: 100 nm GW590735; PPARγ: 1000 nM rosiglitazone; PPARδ: 30 nM GW0742; RXRα: 1000 nM 9-*cis* retinoic acid, supplied in each assay kit).

After 24 h exposure to 2A-DNT, cells were rinsed with live cell multiplex assay buffer and then incubated with live cell multiplex assay media (containing the acetomethoxy derivate of calcein (calcein-AM)) for 45 min at 37 °C and 5 % CO_2_. Fluorescence of calcein (the cleaved bi-product indicative of cell survival) was measured at 492 nm excitation/513 nm emission with a spectrophotometer (Tecan Safire v2.20, Research Triangle Park, NC). The media containing calcein was discarded and replaced with luciferase detection reagent. Luminescence (relative luminescence units) was measured with a microtiter plate luminometer (Dynex MLX 1000, Dynex Technologies, Chantilly, VA) after a15-min incubation with the luciferase detection reagent. Finally, to determine the antagonistic activity of 2A-DNT, cells were co-incubated with 2A-DNT at 100 mg/l and the respective receptor agonists at the concentrations listed above.

## Results

### Transcript expression

As an initial quality control step, a total of 37 and 53 microarray targets for liver and kidney, respectively, were identified to be differentially expressed in both the sense and anti-sense microarray probes and were therefore eliminated from the overall results set. 

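Transcripts were measured in liver and kidney of adult female and male Northern bobwhite dosed by gavage for 60 d with corn oil alone (0 mg/kg-d) or with 2A-DNT at doses of 3, 14 and 30 mg/kg-d. Each of the 16 groups of sex, tissue and dose held 4 birds, and RNA of each sample was labelled with Cy3 and hybridized to 1 of 64 arrays of a custom bobwhite design. The non-control probes represent 8452 targets in 1 orientation and 3258 targets in both. The deposited array files hold spot intensities from the scanner software, Agilent Feature Extraction 9.5.1 in the submitters' processing notes, from which the authors' workflow had already subtracted the local background. Each processed signal was divided by the array's mean over the non-control probes, the scaling of the paper's methods, which apply it to median signals minus background (here an alternative), and taken as log2. Array means ran from 1862 to 5088 intensity units (medians of the groups 2097 to 2869), and 51.4 to 90.3% of the spots of an array lay well above background (median 64.0%). Each dose was compared with 0 mg/kg-d of the same sex and tissue in a limma model of 16 arrays. A probe passed the paper's threshold when its unadjusted two-sided p was under 0.05 and its spot was well above background and not marked as an outlier on all 8 arrays compared, and the brightest probe stands for a gene. With 4 birds per group the median standard error (SE) of a log2 fold change was 0.28 to 0.42 across the 12 comparisons. In simulated arrays, 58.2 to 91.0% of probes with a 2-fold change passed the threshold and 4.48 to 29.9% passed after Benjamini-Hochberg adjustment. The simulated noise was independent between arrays, with 1 spread per probe over a tissue, so shared slides were not modelled. The adjusted percentages also depend on how many probes were given a change. Targets whose sense and antisense probes both passed in the same comparison were left out, which removed 2 targets in liver and 6 in kidney (7 and 8 when the 2 probes could pass in different comparisons).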

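Gene lists for the pathways that the paper discusses, and for cell types and housekeeping functions of liver and kidney, were written before the data were examined. Each list was compared with all other genes by camera, with a preset correlation between genes and an adjustment over the lists of a comparison. A second adjusted p with an estimated correlation between the genes of a list is given beside it. The pathways were picked by the paper on these same samples, so a call on one of them is not independent evidence. The 64 arrays lay on 11 slides of 3 to 8 arrays, and residuals of arrays on the same slide had a mean correlation across probes of 0.17, against −0.016 for arrays on different slides. Too few arrays of a group shared a slide for values within slides, so counts and list shifts from a fit of all 64 arrays with slide as a fixed term are given beside the main ones. HINTW, a gene of the female W chromosome, went against the sex label on 4 arrays, those labelled replicate 2 of female liver and replicate 1 of female kidney at 3 mg/kg-d, and replicate 4 of male kidney at 0 and at 14 mg/kg-d. Transcripts of 13 proteins that liver secretes had mean log2 signals of 1.56, 1.86 and 2.63 on 3 kidney arrays, those labelled replicate 3 of female kidney at 0 mg/kg-d, replicate 2 of female kidney at 30 mg/kg-d and replicate 3 of male kidney at 3 mg/kg-d, against −1.41 to 0.58 on the other 29 kidney arrays. All of these arrays were kept under their labels.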

The 2A-DNT exposure elicited significant differential expression of 1,472 transcripts in liver and 2,213 transcripts in kidney tissues across all experimental conditions (Additional file 1: Table S2). 

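In liver of females at 30 mg/kg-d, DEGS2, a desaturase of sphingolipid synthesis, rose by a log2 fold change of 2.42 (SE 0.59, n = 4 birds per group), while the prostaglandin F receptor gene PTGFR and the DNA repair gene ALKBH3 fell, with log2 fold changes of −3.03 (SE 0.78) and −2.28 (SE 0.38). At 14 mg/kg-d in females, a gene annotated as a thioesterase (LOC415786) rose by 1.92 (SE 0.33), and the co-chaperone BAG3 and the smooth muscle actin ACTA2 fell, with changes of −1.90 (SE 0.60) and −1.75 (SE 0.60). GJB6, which encodes a gap junction protein, fell in females at 3 mg/kg-d, with a change of −2.44 (SE 0.76). Replicate 4 of the female controls had GJB6 at 0.17 (others −1.68 to −1.49) and DEGS2 at −4.97 (others −2.59 to −2.22). In males, the endothelin receptor gene EDNRA fell at 3 mg/kg-d (−1.43, SE 0.33), a gene annotated as a glycosyltransferase (LOC769122) rose at 3 mg/kg-d (1.52, SE 0.32) and 14 mg/kg-d (1.46, SE 0.32), and the myo-inositol transporter gene SLC5A11 fell at 30 mg/kg-d (−1.45, SE 0.38). All of these genes were chosen among those with the 4 treated birds on 1 side of the 4 controls, so that the exact permutation test (p = 0.029, the smallest p that 4 birds against 4 allow) repeats that choice, and 1.38 to 3.29% of all probes tested in liver lay so, where chance gives 2.86%. Past the paper's threshold were 238 probes at 3 mg/kg-d in females, 137 of them higher, 56 higher and 130 lower at 14 mg/kg-d, and 61 and 156 at 30 mg/kg-d. In males these numbers were 53 and 76, 36 and 127, and 161 and 170. Chance alone gives 325 to 358 of the 6502 to 7163 probes tested per comparison. None passed after adjustment in limma, where the Bayesian test of Baldi and Long passed 2 probes in females at 14 mg/kg-d and the limma fits without replicate 4 of the female controls and of all 32 liver arrays passed 1 and 3 (2 at 3 mg/kg-d and 1 at 30 mg/kg-d). A fixed term for slide changed the counts in females to 348 and 356, 153 and 313, and 201 and 384, with 29 probes past the adjusted threshold, and in males 66 and 111, 52 and 294, and 103 and 218. Scaling by the 75th percentile moved the median log2 fold change of all probes from −0.12 to 0.05 at 14 mg/kg-d and from −0.10 to 0.05 at 30 mg/kg-d in females and changed their counts to 145 and 78 and to 147 and 113, and quantile normalization gave 106 and 84 and 112 and 132. In males at 3 and 14 mg/kg-d these scalings gave 100 and 90 or 106 and 99, and 138 and 119 or 132 and 162. Single arrays moved the totals, to 414 without replicate 4 of the controls and 388 without replicate 4 of the dose in females at 3 mg/kg-d, to 352 without replicate 2 in females at 30 mg/kg-d, to 286 without replicate 1 in males at 14 mg/kg-d and to 855 without replicate 3 in males at 30 mg/kg-d. Without slide 11, a fit chosen after the results were seen, there were 174 and 243, 104 and 171, and 100 and 179 in females and 72 and 137, 77 and 194, and 70 and 279 in males.

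**Figure D1:**
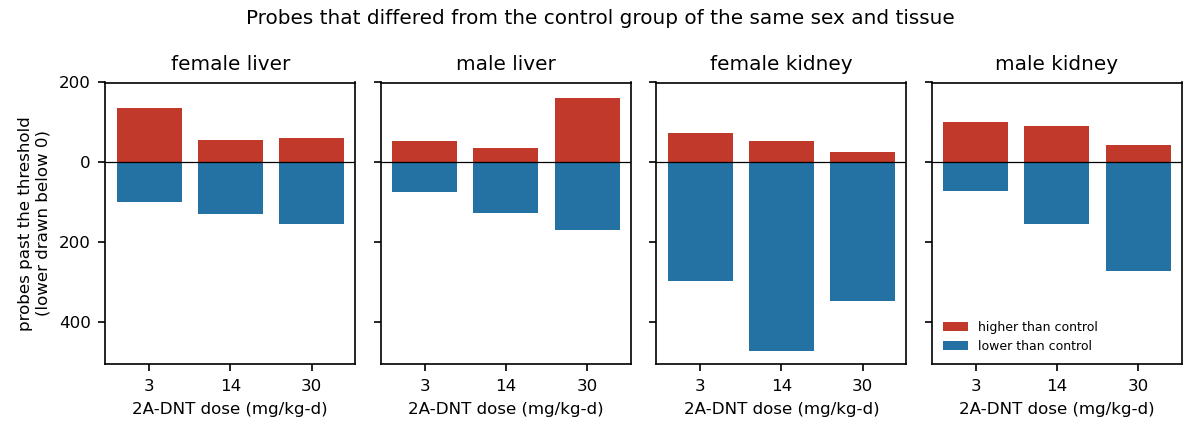
Probes past the paper's threshold in each comparison with 0 mg/kg-d, by sex and tissue, against dose in mg/kg-d. Bars above 0 count probes higher than in the 4 control birds and bars below 0 count probes lower, from 25 higher and 348 lower in female kidney at 30 mg/kg-d to 161 higher and 170 lower in male liver at 30 mg/kg-d.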

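In kidney, LARP5, which encodes an RNA-binding protein, rose in females at 14 mg/kg-d by a log2 fold change of 2.11 (SE 0.52) and at 30 mg/kg-d by 2.23 (SE 0.52) (n = 4 birds per group). The lamin B receptor gene LBR and EPPB9 fell in females at 14 mg/kg-d, with changes of −1.27 (SE 0.34) and −1.42 (SE 0.22), and the lowest adjusted p of the kidney, 0.053, was that of EPPB9. The growth factor gene FIGF and ALKBH3 fell in females at 30 mg/kg-d (−1.79, SE 0.45, and −1.89, SE 0.46). In males, FKBP5, a co-chaperone of steroid receptors, fell at 3 mg/kg-d (−2.63, SE 0.70), and at 14 mg/kg-d the secretory pathway gene RAB3B rose (1.56, SE 0.46) while NR1D2, a nuclear receptor of the circadian clock, and PDHX, a part of the pyruvate dehydrogenase complex, fell (−1.10, SE 0.26, and −1.08, SE 0.25). Replicate 3 at 14 mg/kg-d had RAB3B at −1.03, where the other treated birds had −3.61 to −3.31. The mitochondrial cell death gene BNIP3 fell in males at 14 mg/kg-d (−1.21, SE 0.35), but had a log2 fold change of 0.11 with the normexp background correction. These genes too were chosen for the separation of the 4 treated birds from the 4 controls, which 1.45 to 3.01% of all probes tested in kidney showed against 2.86% by chance. Past the paper's threshold in females were 73 probes higher and 298 lower at 3 mg/kg-d, 54 and 475 at 14 mg/kg-d, and 25 and 348 at 30 mg/kg-d, and in males 100 and 73, 92 and 154, and 43 and 274. By chance 361 to 396 of the 7217 to 7916 probes tested per comparison would pass. After adjustment none passed in limma, where the Baldi and Long test passed 1 probe at 3 mg/kg-d in each sex and the limma fits without replicate 3 at 3 mg/kg-d or without replicate 1 at 14 mg/kg-d, and that without targets with both orientations, passed 1 in females. The fit with slide as a fixed term gave 115 and 284, 98 and 235, and 51 and 189 in females and 125 and 66, 113 and 118, and 100 and 471 in males, with 1 probe past the adjusted threshold in females. The predominance of lower probes changed with the scaling. The 75th percentile moved the median log2 fold change of all probes from −0.17 to 0.05 (females, 14 mg/kg-d), from −0.14 to 0.03 (females, 30 mg/kg-d) and from −0.16 to 0.02 (males, 30 mg/kg-d), with counts of 165 and 205, 290 and 131, and 141 and 169 in females and of 147 and 73, 188 and 104, and 182 and 98 in males. Quantile normalization gave 254 and 203, 213 and 169, and 178 and 130 in females and 113 and 129, 136 and 153, and 150 and 132 in males. Leaving out 1 array moved the totals to between 236 and 718 in females at 3 mg/kg-d (both from a control, replicates 4 and 3), to between 256 and 1139 at 14 mg/kg-d (the same arrays) and to between 174 (without 30 mg/kg-d replicate 4) and 907 (without control replicate 3) at 30 mg/kg-d. Without control replicate 2 they were 347 and 231 at 14 and 30 mg/kg-d, without 14 mg/kg-d replicate 4 313, without 30 mg/kg-d replicate 1 570 and without control replicate 4 202 at 30 mg/kg-d. In males at 14 mg/kg-d the total of 246 became 425 without replicate 1 and 395 without replicate 2. In fits chosen after the results were seen, males had 145 and 44, 181 and 63, and 95 and 230 without the arrays against their sex label, and 133 and 40, 200 and 83, and 59 and 135 without slide 11 (females 108 and 128, 74 and 182, and 45 and 157), so that the predominance of lower probes in males at 14 mg/kg-d turned in both. Without the 3 kidney arrays with liver transcripts, also chosen afterwards, females had 63 and 601, 64 and 1001, and 51 and 910. Males then had 93 and 37, 91 and 150, and 43 and 263. Control replicate 3 of females is 1 of these arrays. Lower probes in females thus rose in number in that fit and fell without slide 11.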

Although there were transcripts differentially expressed in common among 2A-DNT dose levels, the overwhelming majority were unique to each dose level (Fig. 1a). 

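Of the genes named here, some passed the threshold at all 3 doses. BCKDHB, a subunit of the enzyme complex that degrades branched-chain amino acids, rose in liver of females by log2 fold changes of 1.42 (SE 0.40) at 3 mg/kg-d, 1.08 (SE 0.40) at 14 mg/kg-d and 0.98 (SE 0.40) at 30 mg/kg-d (n = 4 birds per group), although the last 2 calls ended without 1 array (14 mg/kg-d replicate 2) and without any of 3 arrays (control replicate 2, 30 mg/kg-d replicates 1 and 3). MAOB and HAO1 in liver of females and COL2A1 in kidney of females also passed at the 3 doses. Of the probes past the threshold at any dose, 25.6% were shared by at least 2 doses in the same direction in female liver (125 of 488, 28 at all 3 doses), 12.3% in male liver (67 of 543, 12 at all 3), 18.8% in female kidney (196 of 1042, 34 at all 3) and 14.4% in male kidney (91 of 631, 13 at all 3). The 3 doses were compared with the same 4 control birds. In 100 simulated sets of unchanged dose groups against the same controls, the shared percentage was on average 15.7, 13.7, 15.9 and 16.9% in these 4 groups, and it reached the real percentage in 12, 54, 31 and 57 sets. Pairs of doses shared 5.79 to 21.0% of their probes. With the control birds split between the doses of a pair, the average fell to between 1.25 and 2.31%, against 11.2 to 27.7% when both doses were set against the same pair of controls. A linear trend over the 4 doses passed the adjusted threshold in limma for 1 probe in female liver, of ALKBH3 (slope −0.068 log2 units per mg/kg-d, adjusted p = 0.040), a call that ended with blocks by replicate number, both other scalings and the deposited table, and for 0 probes in the other groups, where the lowest adjusted p was 0.70 in male liver, 0.63 in female kidney and 0.15 in male kidney. At an unadjusted p under 0.05 the trend passed for 237, 382, 418 and 439 probes where chance gives 299, 312, 355 and 341.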

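LOC769305, annotated as an immunoglobulin lambda chain, fell in kidney of females at 14 mg/kg-d by a log2 fold change of −1.68 (SE 0.60) and rose in males by 1.43 (SE 0.38) (n = 4 birds per group), with all treated birds below the controls in females and above them in males. The female call ended without control replicate 4, and both calls ended with slide as a fixed term. At 3 mg/kg-d BCKDHB rose in liver of females, while in males its log2 fold change was −0.31. For no probe did the change differ between the sexes in limma after adjustment, at any dose in liver (165, 151 and 219 probes at an unadjusted p under 0.05, 306, 305 and 309 by chance) or in kidney (104, 160 and 213, 364, 346 and 334 by chance). Among 214 tests of a list between the sexes 26 passed, and 4 of these also passed with an estimated correlation. Arrays whose HINTW signal is against the sex label were kept, and no sex difference was tested without them or with slide as a fixed term. Fatty acid metabolism in liver at 14 mg/kg-d was one of them, with a male-minus-female difference of −0.56 over 14 genes (adjusted p = 0.0014, and 0.0090 with the estimated correlation). Glyoxylate and dicarboxylate metabolism differed by −1.20 at 3 mg/kg-d and −1.03 at 14 mg/kg-d over 3 genes in liver (adjusted p = 0.00079 and 0.0014, and 0.0089 and 0.0090 with the estimated correlation), and fatty acid metabolism in kidney at 14 mg/kg-d by −0.27 over 13 genes (0.0039 and 0.037). Of all probes past the paper's threshold in liver, 3.83% passed in both sexes (38 of 993, 7.79% of the shorter list), where independent lists share 34.3 probes. In kidney these were 5.95% (94 of 1579, 14.9% of the shorter list, 78.7 expected). At a single dose, liver of both sexes shared 7, 9 and 12 probes at 3, 14 and 30 mg/kg-d, where independent lists share 3.9, 4.2 and 9.9, and 3, 3 and 10 had the same direction. Kidney shared 16, 27 and 10, where independent lists share 7.3, 16.2 and 14.4, and 14, 20 and 7 had the same direction.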

The response to 2A-DNT was sex specific (Fig. 1b) where percentage commonality across all doses was ≤ 14.6 % for liver tissue and ≤ 21.1 % for kidney tissue on a transcript-by-transcript basis.

**Fig. 1:**
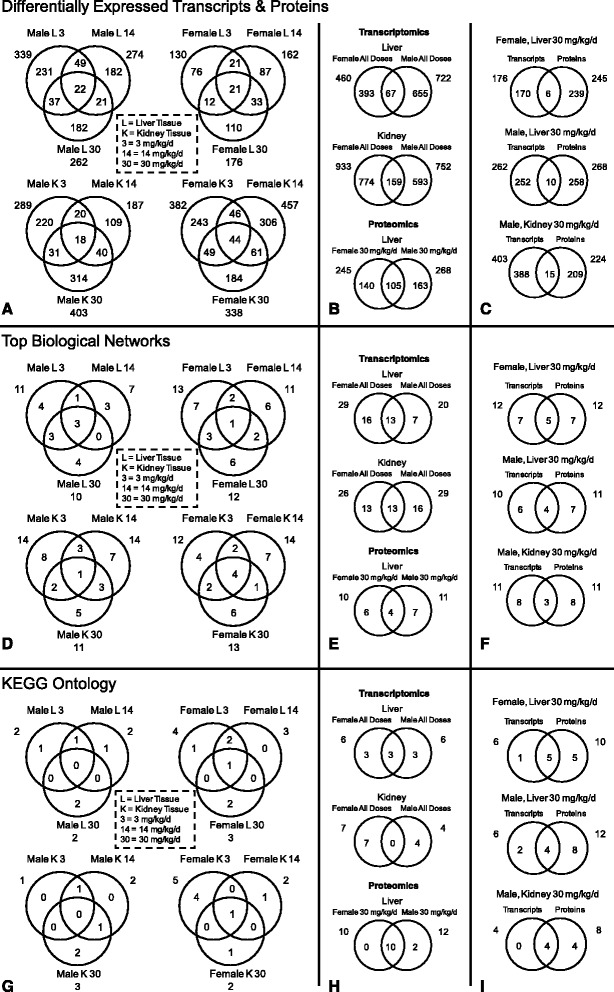
Overlap of: (1) transcripts and/or proteins having significant differential expression (panels **a-c**), (2) significantly enriched biological networks (panels **d-f**), and (3) significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) ontology terms (panels **g-i**) in response to 2A-DNT dosing

### RT-qPCR results

RT-qPCR provided confirmatory results for the majority of differentially expressed transcripts detected by microarray (Additional file 1: Table S3). Specifically, RT-qPCR confirmed 72 %, 75 %, 68 % and 58 % of statistical test results for microarray in male liver, female liver, male kidney and female kidney, respectively.

### Network analysis (Transcripts)

An overview of the gene network results revealed that, although the commonality of transcriptomic responses across doses and among sexes was limited for transcript-by-transcript comparisons (Fig. 1a and b), 43-67 % of gene networks were common among doses (Fig. 1d) and 45 % of gene networks were common among sexes within both liver and kidney tissues (Fig. 1e).

#### Liver

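In liver of males at 30 mg/kg-d, several transcripts of cell division were higher. The DNA replication factor gene MCM2 rose by a log2 fold change of 1.43 (SE 0.51) (n = 4 birds per group), the chromosome condensation gene SMC2 by 1.53 (SE 0.60), the cyclin gene CCNA2 by 1.24 (SE 0.49) and KPNA2, a nuclear import factor, by 2.03 (SE 0.78). The proliferation marker MKI67 (1.29, SE 0.57), CDC20, an activator of the anaphase-promoting complex (1.13, SE 0.49), and the microtubule regulator STMN1 (1.32, SE 0.60) also rose. Of 17 cell cycle genes measured, 5 rose, 1 fell and 11 did not pass (0 when adjusted over the list alone), with a mean log2 fold change of 0.54 (adjusted p = 0.0398, and adjusted p = 0.63 with an estimated correlation). The apoptosis list had a mean of 0.33 (adjusted p = 0.040, and 0.63 with an estimated correlation). Under a fixed term for slide the means were 0.34 (adjusted p = 0.24) and 0.17 (adjusted p = 0.28), and each list's call ended without any of 6 of the 8 arrays (adjusted p up to 0.14 for cell cycle and 0.16 for apoptosis). Of the named genes, SMC2, KPNA2, CCNA2, MKI67, CDC20 and STMN1 did not pass with slide as a fixed term. STMN1 did not pass in 8 of 14 settings and MKI67 in 6 (quantile normalization and the deposited table among both) and CDC20 in 4, and each gene's call ended without 1 to 4 single arrays, among them control replicate 4 for SMC2 and control replicate 2 and 30 mg/kg-d replicate 4 for MCM2.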

The most represented IPA gene network functions observed to be significantly enriched in the top 5 networks in liver tissues of males across all 2A-DNT doses included lipid metabolism, cell growth and proliferation, cell death, small molecule biochemistry, and cell development (Table 1). The most highly represented IPA network functions in female liver tissues included lipid metabolism, small molecule biochemistry, cellular development, molecular transport, and cell cycle.

**Table 1:** Top 5 networks observed to be affected in liver tissue based on differentially expressed transcripts or proteins using Ingenuity Pathway Analysis

Transcriptomics results	
Female, Liver, Tissue, 3 mg/k/day	Network function score
Carbohydrate Metabolism, Behavior, Genetic Disorder	21
Cellular Growth and Proliferation, Cell Death, DNA Replication, Recombination, and Repair	19
Cellular Growth and Proliferation, Cellular Movement, Cancer	17
Cellular Growth and Proliferation, Hematological System Development and Function, Inflammatory Response	15
Cell-To-Cell Signaling and Interaction, Hair and Skin Development and Function, Tissue Development	10
Male, Liver Tissue, 3 mg/kg/day	
Antigen Presentation, Cell-To-Cell Signaling and Interaction, Hematological System Development and Function	23
Lipid Metabolism, Molecular Transport, Small Molecular Biochemistry	20
Cellular Development, Cell Cycle, DNA Replication, Recombination, and Repair	15
Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry	15
Cellular Growth and Proliferation, Small Molecular Biochemistry, Cancer	15
Female, Liver Tissue, 14 mg,/kg/day	
Lipid Metabolism, Small Molecular Biochemistry, Cellular Development	61
Cell Death, Cellular, Tissue Development	21
Organismal Injury and Abnormalities, Antigen Presentation, Humoral Immune Response	19
Cancer, Dermatological Diseases and Conditions, Cellular Development	18
Cell Death, Organ Morphology, Lipid Metabolism	15
Male, Liver Tissue, 14 mg/kg/day	
Lipid Metabolism, Small Molecular Biochemistry, Cellular Development	21
Lipid Metabolism, Small Molecular Biochemistry, Cellular Movement	19
Lipid Metabolism, Small Molecular Biochemistry, Vitamin and Mineral Metabolism	18
Lipid Metabolism, Small Molecular Biochemistry, Vitamin and Mineral Metabolism	16
Cell-To- Cell Signaling and Interaction, Tissue Development, Cellular Movement	16
Female, Liver Tissue, 30 mg/kg/day	
Organism Functions, Cell Death, Carbohydrate Metabolisms	19
Lipid Metabolism, Small Molecular Biochemistry, Vitamin and Mineral Metabolism	18
Cellular Growth and Proliferation, Skeletal and Muscular System Development and Function, Cellular Function and Maintenance	16
Lipid Metabolism, Small Molecular Biochemistry, Vitamin and Mineral Metabolism	16
Cellular Movement, Nervous System Development and Function, Organ Development	16
Male, Liver Tissue, 30 mg/kg/day	
DNA Replication, Recombination, and Repair, Protein Degradation, Protein Synthesis	20
Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry	18
Lipid Metabolism, Molecular Transport, Small Molecular Biochemistry	17
Cell Cycle, Cellular Development, Cellular Assembly, and Organization	17
Cell Cycle, Hair and Skin Development and Function, Cellular Development	15
Proteomics Results	
Female, Liver 30 mg/kg/day	Network Functions Score
Cell-To-Cell Signaling and Interaction, Tissue Development, Lipid Metabolism	28
Cell-To-Cell Signaling and Interaction, Tissue Development, Cell Morphology	18
Amino acid Metabolism, Small Molecular Biochemistry, Cellular Assembly and Organization	18
Drug Metabolism, Endocrine System Development and Function, Lipid Metabolism	18
Cell Death, Cellular Growth and Proliferation, Nervous System Development and Function	17
Male, Liver 30 mg/kg/day	
Organismal Injury and Abnormalities, Respiratory Disease, Genetic Disorder	24
Lipid Metabolism, Molecular Transport, Small Molecular Biochemistry	22
Cell Morphology, Cellular Development, Nervous System Development and Function	18
Lipid Metabolism Small, Molecular Biochemistry, Molecular Transport	15
Gene Expression, Endocrine System Development and Function, Nervous System Development and Function	2

#### Kidney

For kidney tissues: cell cycle, cellular growth/proliferation; DNA replication/recombination/repair; cell death; cellular assembly/organization; and small molecule biochemistry were the most represented functions in the top 5 IPA networks in females (Additional file 1: Table S4). 

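In kidney of females at 3 mg/kg-d, the nuclear import factor gene KPNA2 fell with a log2 fold change of −3.62 (SE 0.93), the spindle gene CKAP2 with −3.27 (SE 0.94) and CDC20 with −2.15 (SE 0.65) (n = 4 birds per group), and in CDC20 all treated birds lay below all controls (exact permutation test, p = 0.029). Treated and control birds were separated for 2.41% of all probes tested there, where chance gives 2.86%, so this p is not separate evidence. MCM2 fell at 3 mg/kg-d (−1.40, SE 0.56) and 30 mg/kg-d (−1.19, SE 0.56), and so did CCNA2 (−1.05, SE 0.41, and −1.04, SE 0.41). Of the cell cycle genes measured, 3 of 17 fell at 3 mg/kg-d, 0 of 18 at 14 mg/kg-d and 2 of 17 at 30 mg/kg-d, and none rose. The list's mean log2 fold changes of −0.51, −0.28 and −0.37 did not pass (adjusted p = 0.14, 0.84 and 0.38), nor did those with slide as a fixed term at 3 mg/kg-d (−0.45, adjusted p = 0.0996) and 30 mg/kg-d (−0.24, adjusted p = 0.61). The calls of MCM2 and CCNA2 ended without 3 single arrays each at 3 mg/kg-d and without 5 and 4 at 30 mg/kg-d, those of CCNA2 also with slide as a fixed term, and that of MCM2 at 30 mg/kg-d with both other scalings.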

Cell-to-cell signaling/interaction, cellular assembly/organization, cellular development, and small molecule biochemistry were the most represented functions in males (Additional file 1: Table S4).

### Canonical pathways (Transcripts)

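Of the gene groups tested, subunits of mitochondrial oxidative phosphorylation passed upward as a list by camera in liver of females at 14 and 30 mg/kg-d. Their mean log2 fold change was 0.22 over 27 genes at 14 mg/kg-d, where no member passed alone, and 0.26 over 28 genes at 30 mg/kg-d, where the complex I gene NDUFB1 rose (0.82, SE 0.33, n = 4 birds per group) and 27 did not pass. The adjusted p of the list was 0.0025 and 0.00015 (and adjusted p = 0.083 and 0.073 with an estimated correlation). Among 35 splits of the 8 arrays into 4 and 4, the real one included, 7 and 2 gave as small a camera p, so chance is not excluded. Slide as a fixed term gave means of 0.11 (adjusted p = 0.15) and 0.18 (adjusted p = 0.0056), and the call at 14 mg/kg-d ended without control replicate 4 (0.092) and without 14 mg/kg-d replicate 1 (0.067). Genes of valine, leucine and isoleucine degradation passed upward as a list by camera in liver of males at 30 mg/kg-d, where 4 of 21 rose and 17 did not pass (mean 0.24, adjusted p = 0.0404, and 0.56 with an estimated correlation). The mean with slide as a fixed term was 0.13, adjusted p = 0.19, and the call ended without any of 6 of the 8 arrays (up to 0.24). Transcripts of ribosomal proteins had a mean of 0.17 over 40 genes in kidney of females and 0.15 over 39 genes in kidney of males at 3 mg/kg-d, with no member past the threshold (adjusted p = 1.6e-06 and 0.00078, and 0.69 and 0.57 with an estimated correlation). These means became, with slide as a fixed term, 0.10 (adjusted p = 0.019) and 0.07 (adjusted p = 0.39). These calls ended without control replicate 4 (0.79 in females and 0.53 in males) and, in males, without 3 mg/kg-d replicate 3. In all, 61 of 448 tests of a list in a comparison passed, 50 of them higher and 11 lower, and 0 passed with an estimated correlation (lowest adjusted p = 0.073), where fry, which tests the genes of a list alone, passed 2 one-directional and 2 mixed tests and Fisher's exact test passed 7.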

Significant transcript enrichment was observed for 23 KEGG pathways in both liver and kidney in response to 2A-DNT across all doses and sexes (Additional file 1: Table S5). Using apical-level KEGG ontology (KO) terms, commonality of KO terms across doses ranged from 0-100 % (Fig. 1g) and 50 % and 0 % of KO terms were common among sexes for liver and kidney tissues, respectively (Fig. 1h).

#### Liver

The most highly enriched pathways observed in liver tissues were those involved in lipid metabolism, carbohydrate metabolism and energy metabolism (Additional file 1: Table S5). Specifically, two pathways involved in lipid metabolism (fatty acid metabolism and steroid biosynthesis) were the most highly enriched pathways (p = 0.003 and 0.004, respectively). 

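In liver of males, CPT1A, the carnitine palmitoyltransferase of the outer membrane of mitochondria, fell at 3 mg/kg-d with a log2 fold change of −1.66 (SE 0.51) and at 14 mg/kg-d with −1.28 (SE 0.51) (n = 4 birds per group), and at 3 mg/kg-d all treated birds lay below all controls (exact permutation test, p = 0.029). Treated and control birds were separated for 3.29% of all probes tested at 3 mg/kg-d, where chance gives 2.86%. At 14 mg/kg-d CPT2, the transferase of the inner membrane (−0.57, SE 0.23), the acyl-CoA synthetase gene ACSL1 (−1.14, SE 0.43) and the acyl-CoA dehydrogenase gene ACADSB (−1.40, SE 0.56) fell as well, and ACSL1 fell again at 30 mg/kg-d (−1.07, SE 0.43). Of 16 genes of fatty acid metabolism measured at 14 mg/kg-d, 4 fell, none rose and 12 did not pass (0 when adjusted over the list alone, which the paper chose on these samples), with a mean of −0.24 (adjusted p = 0.36). Fisher's exact test against the other genes gave an adjusted p of 0.023 for the 4 members. At 3 mg/kg-d 1 of 18 fell, and at 30 mg/kg-d 1 of 18 rose and 1 fell. Under a fixed term for slide the mean at 14 mg/kg-d was −0.26, adjusted p = 0.502, and over all alternatives the adjusted p was 0.20 or more. The calls of CPT2, ACADSB and ACSL1 at 14 mg/kg-d ended without control replicate 4 and those of CPT2 and ACADSB also without 14 mg/kg-d replicate 4, that of CPT1A at 14 mg/kg-d without any of 4 arrays (−1.64 to −1.08 over the settings) and that of ACSL1 at 30 mg/kg-d without any of 3, and CPT2 did not pass in 6 of 14 other settings, scaling by the 75th percentile among them. From lipid metabolism as a principal finding in liver, the paper proposes that an impaired potential for lipid metabolism may have contributed to the increased liver weights.

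**Figure D2:**
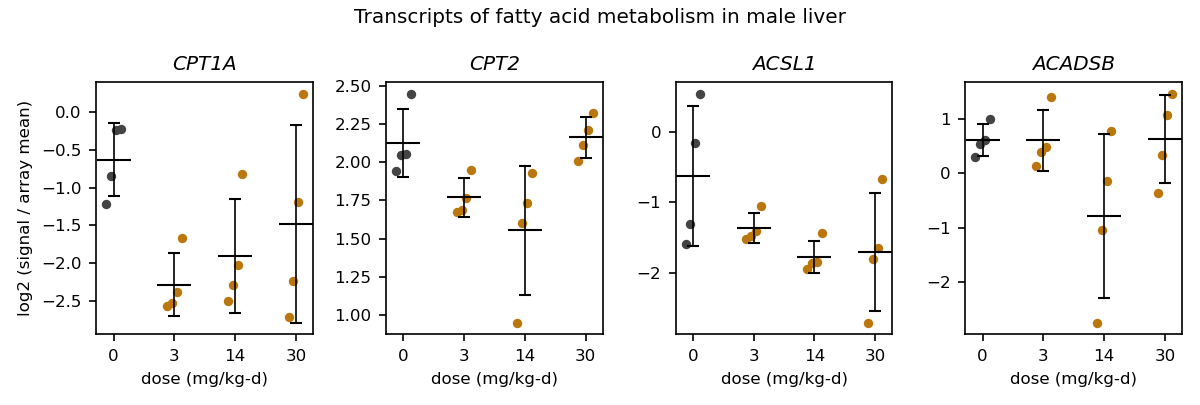
Log2 signal relative to the array mean of CPT1A, CPT2, ACSL1 and ACADSB in male liver against dose in mg/kg-d. Each point is 1 bird (4 per group, spread sideways in order of value only to keep them apart), bars are the mean and SD, and all 4 birds at 3 mg/kg-d lie below all 4 controls for CPT1A.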

Investigation of transcript expression for specific pathways is provided in Additional file 1: Table S6 where, for example, decreased expression was observed for all significant transcripts involved in fatty acid metabolism (Fig. 2). Similarly, decreased expression was observed for all significant transcripts involved in steroid biosynthesis. 

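HMGCS1, which makes the precursor of the mevalonate pathway to sterols, fell in liver of males at 14 mg/kg-d with a log2 fold change of −1.73 (SE 0.47) (n = 4 birds per group). SQLE, which opens the sterol-specific part of the pathway, fell at the same dose (−0.77, SE 0.32), as did NSDHL, a later sterol dehydrogenase (−0.72, SE 0.31), which also fell at 3 mg/kg-d (−0.85, SE 0.31). All treated birds lay below all controls for SQLE and NSDHL (exact permutation test, p = 0.029). Among all probes tested in males at 14 mg/kg-d, 2.89% separated treated from control birds, where chance gives 2.86%. Of 9 genes of steroid biosynthesis measured at 14 mg/kg-d, 2 fell, none rose and 7 did not pass (0 when adjusted over the list alone, a list the paper chose on these samples), with a mean of −0.34 (adjusted p = 0.067) and, with slide as a fixed term, of −0.43, adjusted p = 0.34, with a range from 0.012 to 1 over the alternatives. None of 9 genes of steroid hormone biosynthesis passed at this dose (mean −0.18, adjusted p = 0.92, with slide as a fixed term −0.11, adjusted p = 0.63). SQLE did not pass in 6 of 14 other settings, quantile normalization among them, or without control replicate 2 or 14 mg/kg-d replicate 3. NSDHL did not pass with slide as a fixed term at either dose, with all 32 liver arrays at 14 mg/kg-d, or without any of 3 arrays at 14 mg/kg-d (−0.86 to −0.58 over the settings).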

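In liver of females, HAO1, a peroxisomal oxidase that makes glyoxylate, rose by log2 fold changes of 1.98 (SE 0.41) at 3 mg/kg-d, 1.13 (SE 0.41) at 14 mg/kg-d and 1.31 (SE 0.42) at 30 mg/kg-d (n = 4 birds per group), and the related HAO2 rose at 3 mg/kg-d (0.90, SE 0.38) and 30 mg/kg-d (1.23, SE 0.38). ALDH7A1, an aldehyde dehydrogenase counted in pyruvate metabolism, rose by 1.05 (SE 0.33), 0.70 (SE 0.32) and 0.72 (SE 0.32) at the 3 doses. In liver of males at 14 mg/kg-d, the malate dehydrogenase gene MDH1 fell (−1.15, SE 0.30), with all treated birds below all controls (exact permutation test, p = 0.029). Among all probes tested there 2.89% separated treated from control birds, where chance gives 2.86%. Of the genes of glyoxylate and dicarboxylate metabolism, 2 of 4 rose at 3 mg/kg-d, 1 of 3 at 14 mg/kg-d and 2 of 3 at 30 mg/kg-d in females, and none fell (1, 1 and 2 when adjusted over the list alone, which the paper chose on these samples). The means were 0.83, 0.55 and 0.77 (adjusted p = 0.0045, 0.017 and 0.0026, and adjusted p = 0.11, 0.083 and 0.073 with an estimated correlation). They were 0.92, 0.64 and 0.82 with slide as a fixed term (adjusted p = 0.00037, 0.020 and 0.0021, and at 30 mg/kg-d 0.00067 to 1 over the alternatives), and the calls ended without control replicate 4 at 3 mg/kg-d (0.085) and without control replicate 2 at 14 mg/kg-d (0.20). For pyruvate metabolism in females, 1 gene rose, none fell and 11, 10 and 10 did not pass at 3, 14 and 30 mg/kg-d, with means of 0.26, 0.27 and 0.25 (adjusted p = 0.13, 0.0092 and 0.019, and 0.23, 0.080 and 0.073 with an estimated correlation). None of the 3 passed with slide as a fixed term (adjusted p = 0.17, 0.22 and 0.19), and at 14 mg/kg-d the adjusted p ran from 0.0083 to 1 over the alternatives. The mean at 14 mg/kg-d had the opposite sign without slide 11 (−0.08, adjusted p = 0.73), a fit chosen after the results were seen. Of that slide only control replicate 4 belongs to this comparison, so the fit largely repeats the one without that array alone (0.67). The call at 14 mg/kg-d also ended without 14 mg/kg-d replicate 1 (0.080) and with quantile normalization (0.13). That at 30 mg/kg-d ended without control replicate 2 (0.095) or 4 (0.23). In males at 14 mg/kg-d 2 of 14 pyruvate genes fell, none rose and the mean was −0.09 (adjusted p = 0.92). HAO1 at 14 mg/kg-d did not pass without control replicate 2 (0.90 to 1.45 over the settings), HAO2 at 3 mg/kg-d not without any of 4 arrays or in 4 of 14 other settings (the deposited table and the Baldi and Long test among them), and ALDH7A1 at 14 and 30 mg/kg-d not without any of 6 and 4 arrays or in 5 and 4 of the settings.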

The significantly enriched pathways involved in carbohydrate metabolism included pyruvate, glyoxylate and dicarboxylate metabolism (Fig. 2, Additional file 1: Table S5). Significantly enriched pathways having the most abundant representation in liver tissues of birds dosed with 2A-DNT were those involved in amino acid metabolism, carbohydrate metabolism, the endocrine system and energy metabolism in females whereas lipid metabolism, cell growth and death, carbohydrate metabolism, endocrine system, and energy metabolism were most abundant in males (Fig. 3, Additional file 1: Table S6). In addition to pathways involved in carbohydrate metabolism, the pentose and glucuronate interconversion pathway was significantly enriched. 

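UGT1A1, which conjugates bilirubin and foreign compounds with glucuronic acid, fell in liver of females at 14 mg/kg-d with a log2 fold change of −1.24 (SE 0.44) and at 30 mg/kg-d with −0.96 (SE 0.45) (n = 4 birds per group), and at 30 mg/kg-d all treated birds lay below all controls (exact permutation test, p = 0.029). Treated and control birds were separated for 2.05% of all probes tested at 30 mg/kg-d, where chance gives 2.86%. UGT1A1 was the only gene of the pentose and glucuronate interconversions to pass at 14 and 30 mg/kg-d. Of 9 genes measured at 3 mg/kg-d none passed, and at 14 and 30 mg/kg-d 1 of 8 fell and 7 did not pass. The means of −0.26, −0.22 and −0.07 were not past the list threshold (adjusted p = 0.26, 0.76 and 0.82), that at 30 mg/kg-d turned to 0.08 with 75th percentile scaling, and slide as a fixed term gave −0.32 (adjusted p = 0.71) and −0.10 (adjusted p = 0.98) at the 2 higher doses. The UGT1A1 call at 14 mg/kg-d ended without replicate 1 of that dose, and the one at 30 mg/kg-d in 5 of 14 other settings and without any of 6 arrays (−1.10 to −0.57).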

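In liver of females at 3 mg/kg-d, several enzymes that break down amino acids were higher. MCCC2, a subunit of the carboxylase of leucine degradation, rose by a log2 fold change of 1.75 (SE 0.49) (n = 4 birds per group), MAOB, a monoamine oxidase, by 1.52 (SE 0.44), HPD, a dioxygenase of tyrosine breakdown, by 1.23 (SE 0.41) and GATM, which uses glycine for creatine synthesis, by 0.95 (SE 0.38). The transfer RNA synthetase genes IARS (−1.24, SE 0.42) and WARS (−0.89, SE 0.36) fell, and so did the methionine synthase gene MTR (−1.24, SE 0.49). Treated and control birds did not overlap for MCCC2, MAOB, GATM and IARS (exact permutation test, p = 0.029). Such a separation held for 1.38% of all probes tested there, where chance gives 2.86%, so this p is not separate evidence. Of the genes of valine, leucine and isoleucine degradation, 3 of 19 rose and 1 fell (mean 0.40, adjusted p = 0.0013, and 0.15 with an estimated correlation, slide as a fixed term 0.44, adjusted p = 7.5e-05). In glycine, serine and threonine metabolism 2 of 12 rose and none fell (mean 0.45, adjusted p = 0.023, and 0.21 with an estimated correlation, slide as a fixed term 0.54, adjusted p = 0.00403, 0.0032 to 0.99 over the alternatives), and in phenylalanine metabolism 2 of 5 rose and none fell (0.61, adjusted p = 0.034, and 0.21, slide as a fixed term 0.51, adjusted p = 0.23, 0.0042 to 1 over the alternatives). In tryptophan metabolism 2 of 13 rose and 1 fell (0.26, adjusted p = 0.14, slide as a fixed term 0.23, adjusted p = 0.33), and in cysteine and methionine metabolism 1 of 8 fell (−0.08, adjusted p = 0.699, slide as a fixed term −0.20, adjusted p = 0.49). When adjusted over the list alone 3, 1, 2, 2 and 0 genes rose in these 5 lists. The first was followed up because it had passed by camera here, and the others were picked by the paper on these samples. None of the 5 is thus independent evidence. The call of glycine, serine and threonine metabolism ended without any of 4 arrays (up to 0.19, without 3 mg/kg-d replicate 3) and that of phenylalanine metabolism without any of 6 (up to 0.19) and under both other scalings (0.086 and 0.061). HPD did not pass with slide as a fixed term, GATM, MTR and WARS not without 3 arrays each, WARS not in 4 of 14 other settings, the deposited table and the Baldi and Long test among them, and MTR and WARS not without the array that HINTW sets against its label.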

Enrichment of transcripts involved in multiple amino acid metabolic pathways was observed (Fig. 2) including tryptophan, phenylalanine, glycine, serine, threonine, cysteine, methionine metabolism, all of which occurred in females dosed at 3 mg/kg-d (Additional file 1: Table S5). Finally, pathways involved in endocrine system function were significantly enriched including peroxisome proliferator-activated receptor (PPAR) signaling (Fig. 2) and adipocytokine signaling pathway (Additional file 1: Table S5).

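In liver of females, ADIPOR2, a receptor for adiponectin, fell at 3 mg/kg-d with a log2 fold change of −1.08 (SE 0.34) and at 14 mg/kg-d with −1.18 (SE 0.34) (n = 4 birds per group), with all treated birds below all controls at both doses (exact permutation test, p = 0.029). Treated and control birds were separated for 1.38 and 2.42% of all probes tested at these doses, where chance gives 2.86%. At 14 mg/kg-d PPARG, the PPAR of fat storage (−1.09, SE 0.46) and PRKAA1, the catalytic subunit of the energy sensor AMPK (−1.68, SE 0.63), fell as well. HMGCS1 fell at 3 mg/kg-d (−1.24, SE 0.57). The PPAR signaling list in females had means of 0.07, 0.02 and 0.07 at 3, 14 and 30 mg/kg-d (adjusted p = 0.53, 0.23 and 0.072, and with slide as a fixed term 0.57, 0.83 and 0.41). In males 2 of 32, 4 of 31 and 1 of 29 fell and none rose (means −0.15, −0.15 and −0.12, adjusted p = 0.91, 0.57 and 0.38). In adipocytokine signaling 1 of 15, 2 of 14 and 0 of 16 genes fell in females and none rose (means 0.12, −0.27 and −0.09, adjusted p = 0.58, 0.32 and 0.98), the last of which turned to 0.06 with 75th percentile scaling. PPARG did not pass with the normexp correction, with slide as a random block or without any of 4 arrays (−1.32 to −0.67 over the settings), PRKAA1 not without 14 mg/kg-d replicate 1 or 4, and HMGCS1 not in 8 of 14 other settings.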

**Fig. 2:**
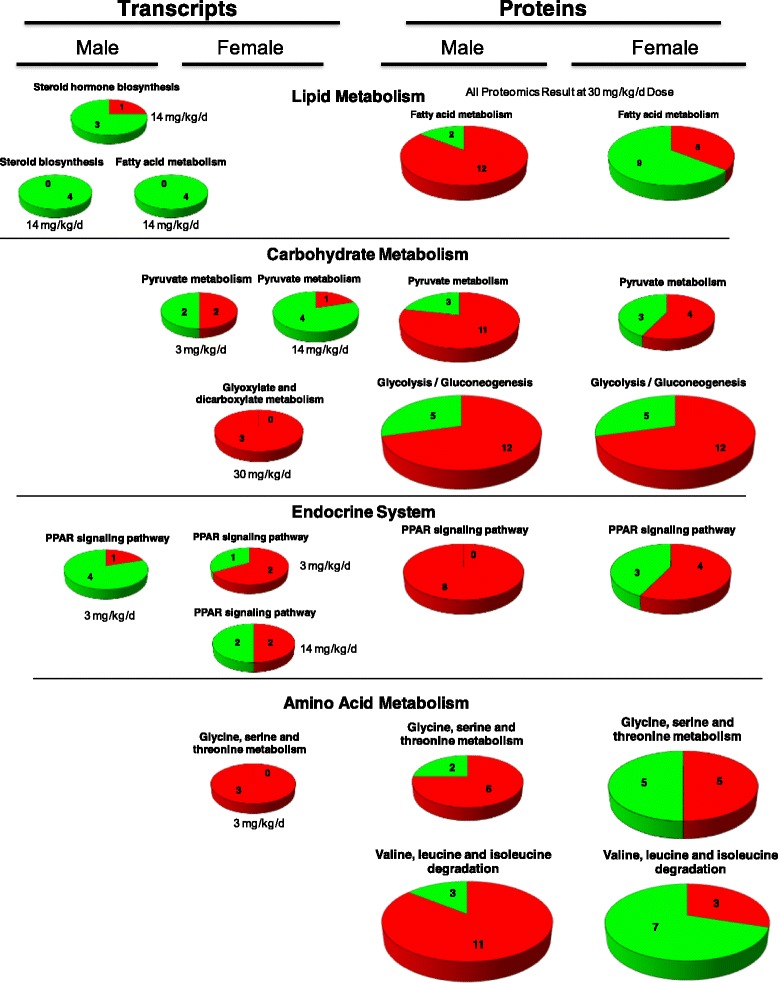
Expression profiles of the most highly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways found in common among transcriptomic and proteomic results sets representing effects of oral 2A-DNT dosing in liver tissue

**Fig. 3:**
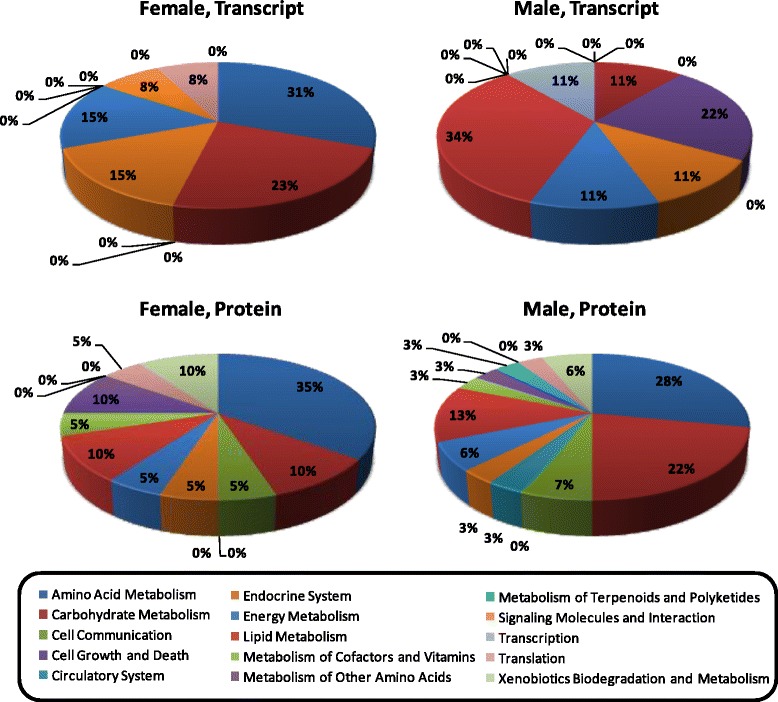
Overview of Kyoto Encyclopedia of Genes and Genomes (KEGG) metabolic pathways enriched in liver tissue of Northern bobwhite exposed to 2A-DNT. Values represent the distribution of primary KEGG pathways enriched in differentially expressed transcripts or proteins that are sorted into 2^nd^ order KEGG ontology terms (listed in the legend). The vertical columns of legend terms track the charts clockwise starting at the twelve o’clock position. Specific pathways can be found in Additional file 1: Table S5

#### Kidney

No KEGG ontology categories or pathways were found in common among sexes in response to 2A-DNT dosing (Fig. 1h, Additional file 1: Table S5). The most highly enriched pathway for females was involved in signal molecules/interactions, specifically the extracellular matrix (ECM) receptor interaction. 

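In kidney of females, NID2, a basement membrane protein that links laminin and collagen networks, fell at 3, 14 and 30 mg/kg-d with log2 fold changes of −1.40 (SE 0.57), −1.29 (SE 0.56) and −2.32 (SE 0.56) (n = 4 birds per group), and at 30 mg/kg-d all treated birds lay below all controls (exact permutation test, p = 0.029). Treated and control birds were separated for 2.09% of all probes tested at 30 mg/kg-d, where chance gives 2.86%. The laminin chain genes LAMA4 (−0.94, SE 0.30) and LAMA2 (−0.74, SE 0.26) fell at 30 mg/kg-d and the syndecan gene SDC3 fell at 14 mg/kg-d (−1.07, SE 0.34), while THBS1, a matrix glycoprotein, rose at 3 mg/kg-d (0.87, SE 0.29). Of the genes of ECM-receptor interaction, 4 of 31 fell and 1 rose at 3 mg/kg-d, 7 of 29 fell at 14 mg/kg-d and 9 of 29 fell at 30 mg/kg-d, and none rose at the 2 higher doses (7 lower at 30 mg/kg-d when adjusted over the list alone, which the paper chose on these samples and which is not independent evidence). The mean at 30 mg/kg-d of −0.44 passed (adjusted p = 0.013, and adjusted p = 0.41 with an estimated correlation) and was −0.27 with 75th percentile scaling, and with slide as a fixed term it was −0.25, adjusted p = 0.43 (0.0021 to 0.43 over the alternatives). Those at 3 and 14 mg/kg-d, −0.21 and −0.32, did not pass (adjusted p = 0.52 and 0.39, and 0.59 and 0.96 with slide as a fixed term). For the basement membrane, 3 of 11 genes fell at each dose and none rose, with means of −0.36, −0.48 and −0.61 (adjusted p = 0.24, 0.104 and 0.013, the last 0.41 with an estimated correlation, 0.43 with slide as a fixed term and 0.077 without control replicate 2). LAMA4, LAMA2, SDC3 and, at 14 mg/kg-d, NID2 did not pass with slide as a fixed term, LAMA2 not without 30 mg/kg-d replicate 4, and NID2 at 3 and 14 mg/kg-d not without any of 4 arrays. Beside the pale kidneys of the birds the paper sets these transcripts and its protein results from male kidney. From both it proposes effects on the extracellular matrix of the kidney.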

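Among the collagens measured in kidney of females, COL6A2 fell at 14 mg/kg-d with a log2 fold change of −1.04 (SE 0.37) and at 30 mg/kg-d with −1.70 (SE 0.37), and COL3A1, a fibrillar collagen of connective tissue, fell at 3 mg/kg-d with −0.80 (SE 0.33) and at 30 mg/kg-d with −1.59 (SE 0.33) (n = 4 birds per group). COL2A1 fell at all 3 doses, with −0.82 (SE 0.35), −1.12 (SE 0.35) and −1.36 (SE 0.35), COL6A3 at 14 mg/kg-d with −1.12 (SE 0.48) and COL5A1 at 30 mg/kg-d with −1.42 (SE 0.55). At 30 mg/kg-d all treated birds lay below all controls for COL6A2, COL3A1 and COL2A1 (exact permutation test, p = 0.029). Among all probes tested at this dose 2.09% separated treated from control birds, where chance gives 2.86%. Of the collagens measured, 2 of 14, 3 of 12 and 5 of 12 fell at 3, 14 and 30 mg/kg-d and none rose (3 at 30 mg/kg-d when adjusted over the list alone, chosen on these samples and so not independent evidence). Their mean at 30 mg/kg-d was −0.76 (adjusted p = 7.6e-05, and adjusted p = 0.41 with an estimated correlation), −0.59 with 75th percentile scaling and −0.59, adjusted p = 0.0066 with slide as a fixed term. The means of −0.33 and −0.45 at the lower doses did not pass (adjusted p = 0.25 and 0.2, and 0.18 and 0.78 with slide as a fixed term). Over the 4 doses the collagens changed by −0.020 log2 units per mg/kg-d (11 genes, adjusted p = 0.0019, and 0.37 with an estimated correlation). Leukocyte markers were lower in the same group at 14 and 30 mg/kg-d (means −0.93 and −0.77, adjusted p = 0.019 and 0.026, and 0.37 and 0.41 with an estimated correlation), which ended with slide as a fixed term (−0.56 and −0.41, adjusted p = 0.20 and 0.61) and without control replicate 4 (−0.48 and −0.32, adjusted p = 0.23 and 0.40). When slide was a fixed term COL3A1 at 3 mg/kg-d and COL2A1, COL6A2 and COL6A3 at 14 mg/kg-d did not pass, COL2A1 and COL3A1 at 3 mg/kg-d not without any of 5 arrays, COL6A3 not without any of 4 arrays or with 75th percentile scaling, and COL5A1 not without control replicate 2 or 30 mg/kg-d replicate 4.

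**Figure D3:**
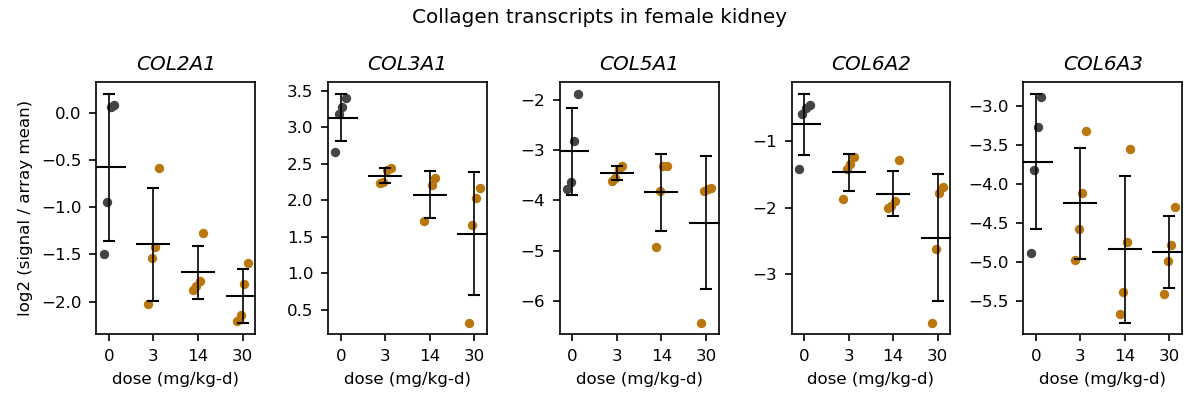
Log2 signal relative to the array mean of 5 collagen transcripts in female kidney against dose in mg/kg-d. Each point is 1 bird (4 per group, 3 where a spot was marked as an outlier, spread sideways in order of value only to keep them apart), and bars are the mean and SD. For COL6A2, COL3A1 and COL2A1 all birds at 30 mg/kg-d lie below all 4 controls.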

All transcripts had decreased expression within this pathway including six genes involved in collagen metabolism (NP_989757, NP_990121, NP_990438, NP_990679, NP_990865, XP_421847). In males, the most enriched pathways were involved in carbohydrate and amino acid metabolism (Additional file 1: Table S7). 

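In kidney of males at 14 mg/kg-d, MDH1, a malate dehydrogenase, fell with a log2 fold change of −0.69 (SE 0.29), and at 30 mg/kg-d ACLY, which makes cytosolic acetyl-CoA from citrate, fell with −0.75 (SE 0.31) (n = 4 birds per group). For ACLY all treated birds lay below all controls (exact permutation test, p = 0.029). Treated and control birds were separated for 3.01% of all probes tested at 30 mg/kg-d, where chance gives 2.86%. At 14 mg/kg-d, 0 of 10 genes of butanoate metabolism, 1 of 14 of pyruvate metabolism and 1 of 13 of the citrate cycle passed, all of them lower. At 30 mg/kg-d these were 0 of 9, 0 of 13 and 1 of 12 (lower). The means at 14 mg/kg-d did not pass (adjusted p = 0.88, 0.63 and 0.76, and 0.83, 0.83 and 0.99 with slide as a fixed term). At 30 mg/kg-d pyruvate metabolism passed as a list, with a mean of 0.08 against −0.16 for the median probe (adjusted p = 0.029, and adjusted p = 0.14 with an estimated correlation), which with slide as a fixed term was 0.04, adjusted p = 0.00061 (0.00061 to 1 over the alternatives), whereas butanoate metabolism (0.02, adjusted p = 0.17, slide as a fixed term 0.03, adjusted p = 0.015) and the citrate cycle (0.01, adjusted p = 0.078, slide as a fixed term −0.06, adjusted p = 0.096) did not. The pyruvate call ended with 75th percentile scaling (0.097) and quantile normalization (0.38) and without control replicate 4 (0.62) or 30 mg/kg-d replicate 3 (0.14). MDH1 did not pass without any of 4 arrays (−0.89 to −0.02 over the settings) and ACLY not without control replicate 4 or 30 mg/kg-d replicate 3 or 4, or with the normexp correction, the deposited table, the Baldi and Long test or slide as a fixed term (−0.87 to −0.07).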

Butanoate metabolism, pyruvate metabolism and citrate cycle pathways involved in carbohydrate metabolism were each enriched at the 14 and 30 mg/kg-d 2A-DNT doses. 

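In kidney of males at 3 mg/kg-d, HPD, the dioxygenase of phenylalanine and tyrosine breakdown, rose by a log2 fold change of 1.78 (SE 0.59) (n = 4 birds per group), and it was 1 of 6 genes of phenylalanine metabolism to pass (mean 0.40, adjusted p = 0.065, slide as a fixed term 0.47, adjusted p = 0.104). One of the arrays at this dose is replicate 3, which carried liver transcripts. The tryptophan, glycine, serine and threonine, cysteine and methionine, and valine, leucine and isoleucine degradation lists did not pass at 3 mg/kg-d (adjusted p = 0.74, 0.86, 0.86 and 0.9), nor did any of the 5 lists at 14 mg/kg-d (adjusted p 0.53 to 0.86). At 30 mg/kg-d GLDC, a subunit of the glycine cleavage system, rose (0.90, SE 0.38), and glycine, serine and threonine metabolism had a mean of 0.12 over 9 genes (adjusted p = 0.041, and 0.14 with an estimated correlation, slide as a fixed term 0.16, adjusted p = 0.016). This call ended with 75th percentile scaling (0.12) and quantile normalization (0.38), without control replicate 4 (0.70) and without 30 mg/kg-d replicate 1 (0.078) or 3 (0.14), and that of GLDC without any of 4 arrays.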

Finally, the amino acid pathways enriched within males were primarily found at the lowest 2A-DNT dose. 

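Of 7 genes of valine, leucine and isoleucine biosynthesis listed, 4 are named on the array, and fewer than 3 were measured on all 8 arrays of male kidney at 0 and 14 mg/kg-d, so the list was not tested there. The degradation of the same amino acids, with 17 genes or fewer measured in male kidney, did not pass at 14 mg/kg-d (mean −0.20, adjusted p = 0.53, slide as a fixed term −0.12, adjusted p = 0.83).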

The most highly enriched pathway, valine, leucine and isoleucine biosynthesis was enriched at the 14 mg/kg-d dose.

### Proteomics

A total of 1547, 1586 and 1900 proteins were identified from male liver, female liver and male kidney tissues, respectively. Of these, 268, 245 and 224 proteins were differentially expressed in response to 2A-DNT in male liver, female liver and male kidney tissues, respectively (Additional file 1: Table S8). There was a higher degree of target-by-target commonality among sexes in the protein expression results (as high as 43 %) in contrast to that seen in the transcript expression data (Fig. 1b).

### Network analysis (Proteins)

#### Liver

The commonality of top gene networks affected in liver tissue among sexes ranged from 36-40 %. The top 4 most represented network functions affected in liver tissues of both males and females dosed with 2A-DNT included lipid metabolism, small molecule biochemistry, and nervous system development/function (Table 1).

#### Kidney

The top 5 network functions affected in male kidney tissue included endocrine system disorders, gastrointestinal disease, metabolic disease and cell-to-cell signaling and interaction (Additional file 1: Table S4).

### Canonical pathway (Proteins)

Significant protein enrichment was observed for 26 and 32 KEGG pathways in liver tissue of females and males, respectively, and 23 pathways in kidney of males, all in response to 30 mg/kg-d 2A-DNT (Additional file 1: Table S5). Commonality of KO terms enriched in liver tissue among males and females was 83-100 % (Fig. 1h).

#### Liver

The most highly enriched pathways observed in liver tissues were those involved in lipid metabolism, carbohydrate metabolism and amino acid metabolism for both male and female birds (Fig. 2, Additional file 1: Table S5). Fatty acid metabolism was the most highly enriched pathway for both males and females. Within this pathway, 14 proteins in females and 14 proteins in males had significant differential expression (Fig. 2) where 10 proteins were found in common among sexes (Additional file 1: Table S6). In males, 12 of 14 proteins had increased expression relative to controls whereas only 5 of 14 proteins had increased expression in females (Fig. 2). The glycolysis and gluconeogenesis pathway was the second most highly enriched pathway where 17 proteins were differentially expressed in both females and males (Fig. 2, Additional file 1: Table S5) with 11 in common among sexes (Additional file 1: Table S6). Both males and females exhibited predominantly increased protein expression within this pathway (12 of 17 in each sex, Fig. 2). A variety of pathways related to amino acid metabolism were enriched in response to 2A-DNT and are discussed in the Comparison of Proteomics and Transcriptomics Results section below.

#### Kidney

The most highly enriched pathways in kidney tissue of males exposed to 30 mg/kg-d doses of 2A-DNT were involved in signaling molecules/interaction, cell communication and carbohydrate metabolism, while the pathways having the greatest representation were involved in carbohydrate metabolism and amino acid metabolism (Additional file 1: Table S5). A member of the signaling molecules/interaction ontology, the ECM-receptor interaction pathway was the most highly enriched pathway wherein 6 proteins related to collagen metabolism were affected (Additional file 1: Table S7). The extracellular matrix (ECM) receptor interaction pathway represented a subset of another enriched pathway involved in cell communication, the focal adhesion pathway (Additional file 1: Table S5). Finally, the glycolysis/gluconeogenesis pathway had the greatest enrichment among pathways involved in carbohydrate metabolism where 9 out of 12 proteins had decreased expression (Additional file 1: Table S7).

### Comparison of proteomics and transcriptomics results

Direct protein-to-transcript comparisons of targets differentially expressed in response to the 30 mg/kg-d dose of 2A-DNT indicated that only 2.4, 3.7 and 3.7 % of all differentially expressed protein and transcript targets were similar in female liver, male liver and male kidney tissues, respectively (Fig. 1c) and correlations between fold change values of these targets were weak (Additional file 2: Figure S1). In contrast, network functions enriched among protein and transcript results indicated a greater degree of commonality (42, 36 and 27 % for female liver, male liver and male kidney tissues, respectively) in the 30 mg/kg-d dose treatment (Fig. 1f). Similarly, KO terms enriched among protein and transcript results were closely related with as much as 83, 66 and 100 % correspondence for female liver, male liver and male kidney tissues, respectively in the 30 mg/kg-d dose treatment (Fig. 1i, Fig. 3).

### Liver

In liver tissues of females, network functions found in common among protein and transcript results included: lipid metabolism, small molecule biochemistry, cell growth/proliferation, cell death, and nervous system development/function. For males, lipid metabolism, small molecule biochemistry, molecular transport and cellular development were found in common in liver tissue. The topology for two of the top 5 networks representing “lipid metabolism, molecular transport, small molecule biochemistry” indicated shared motifs and network hubs among transcript and protein expression results (Additional file 2: Figure S2). Canonical pathways enriched in response to 2A-DNT dosing for both transcriptomic and proteomic results included those involved in lipid metabolism, carbohydrate metabolism, amino acid metabolism, energy metabolism, endocrine system, and translation (Additional file 1: Table S5). The first three of these pathway categories were both highly abundant and highly enriched. Lipid metabolism had the most strongly enriched pathways for both protein and transcript expression data, wherein fatty acid metabolism was a predominantly affected pathway (Fig. 2). Carbohydrate metabolism was the next most enriched pathway category within which pyruvate metabolism, glyoxylate/dicarboxylate metabolism and pentose/glucuronate interconversions were affected in common. 

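Lactate dehydrogenase A (LDHA), which converts pyruvate to lactate, fell in liver of males at 14 mg/kg-d with a log2 fold change of −0.97 (SE 0.41) and at 30 mg/kg-d with −1.17 (SE 0.41) (n = 4 birds per group). For malic enzyme (ME1), which makes NADPH for lipid synthesis, no probe passed in liver, and the second brightest, the brightest being marked as an outlier spot on some arrays, had log2 fold changes of −1.12, −1.30 and −0.57 (SE 0.66) in females at 3, 14 and 30 mg/kg-d and of −0.21, −0.38 and −0.10 (SE 0.50) in males. For acetyl-CoA carboxylase (ACACA), the first step of fatty acid synthesis, the brightest probe had 0.10 (SE 0.35) in males at 14 mg/kg-d, and 1 of its other probes fell in females at 14 mg/kg-d with −0.94 (SE 0.36) while 2 more, at −0.58 (SE 0.61) and −0.50 (SE 0.46), did not pass. The call of LDHA at 14 mg/kg-d ended in 4 of 14 other settings and without any of 3 arrays, and that at 30 mg/kg-d with slide as a fixed term, with all 32 liver arrays and without control replicate 4 (−1.43 to −0.78).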

Pyruvate metabolism was the most enriched pathway across transcript and protein results where malic enzyme 1, NADP (+)-dependent, cytosolic (NP_989634), lactate dehydrogenase A (NP_990615) and acetyl-Coenzyme A carboxylase alpha (NP_990836) were found in common among expression results although expression levels were mixed across sexes and 2A-DNT doses (Additional file 1: Table S6). A variety of significantly enriched pathways involved in amino acid metabolism were found in common among transcript and protein expression data including tryptophan, phenlylalanine, glycine, serine, threonine, cysteine and methionine metabolism (Table S5). Predominantly increased expression was observed for these pathways, particularly in males (Additional file 1: Table S6). Finally, the endocrine-related PPAR signaling pathway, which serves as a primary regulator of lipid metabolism [14], was significantly enriched in both protein and transcript expression results (Additional file 1: Tables S5 and S6).

### Kidney

In kidney tissues, network functions found in common among transcriptomic and proteomic results included: cell-to-cell signaling/interaction, cellular assembly/organization, and tissue development (Additional file 1: Table S4). Canonical pathways enriched in common among transcriptomic and proteomic results sets included those involved in signaling molecules/interactions, carbohydrate metabolism, amino acid metabolism, lipid metabolism, endocrine system, and cell communication (Additional file 1: Table S5). A member of the signaling molecules/interactions pathway, the ECM-receptor interaction, was the most highly enriched pathway for both protein and transcript results sets. 

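COL2A1, which fell in kidney of females, had a log2 fold change of 0.62 (SE 0.48) in kidney of males at 30 mg/kg-d (n = 4 birds per group). In males 0 of 26, 0 of 25 and 1 of 25 genes of ECM-receptor interaction passed at 3, 14 and 30 mg/kg-d, the last of them lower (adjusted p of the list = 0.86, 0.53 and 0.29). Tested as a difference, the list's change in males was larger than in females by 0.17, 0.27 and 0.34 at the 3 doses (adjusted p = 0.55, 0.27 and 0.030, the last 0.50 with an estimated correlation). The collagens differed by 0.45 at 3 mg/kg-d over 11 genes, 0.55 at 14 mg/kg-d over 9 genes and 0.71 at 30 mg/kg-d over 10 genes (adjusted p = 0.0089, 0.024 and 0.00012, and 0.22, 0.18 and 0.11 with an estimated correlation). No single gene differed between the sexes after adjustment in limma. The male controls, the males at 14 mg/kg-d and the females at 3 mg/kg-d each hold an array whose HINTW signal is against its sex label. These differences were not tested without those arrays or with slide as a fixed term.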

Interestingly, this enrichment was observed in females for all 2A-DNT doses but not in male transcriptomics results, however this enrichment was observed in the male proteomics results. 

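Among cytoplasmic proteins of focal adhesion, the GTPase gene CDC42 fell in kidney of females at 14 mg/kg-d with a log2 fold change of −0.97 (SE 0.44), and the GTPase gene RAC1 rose in kidney of males at 14 mg/kg-d by 0.82 (SE 0.28) (n = 4 birds per group). They were the only genes of this list, which leaves out collagens, laminins and integrins, to pass in kidney. Of 21, 21 and 20 genes measured in females, 0, 1 and 0 fell at 3, 14 and 30 mg/kg-d (adjusted p of the list = 0.52, 0.75 and 0.79), and of 22, 19 and 20 in males 0, 1 and 0 rose (0.86, 0.62 and 0.85). CDC42 did not pass in 5 of 14 other settings, both other scalings among them, or without any of 5 arrays, and RAC1 not with quantile normalization or the Baldi and Long test.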

A similar finding was observed when investigating the highly related focal adhesion pathway that is involved in cell communication (Additional file 1: Table S5). 

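For collagen type VI alpha 1 (COL6A1), the brightest probe was measured on all arrays of a comparison in kidney of females at 3 mg/kg-d only, with a log2 fold change of −0.78 (SE 0.56) (n = 4 birds per group). COL6A2 had −0.72 (SE 0.37) at this dose in females, and in males −0.02, 0.33 and 0.08 (SE 0.33) at 3, 14 and 30 mg/kg-d, of which none passed. COL6A3 had −0.54 (SE 0.48) in females at 3 mg/kg-d. The falls of COL6A2 and COL6A3 in females at the higher doses are given with the other collagens.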

Across these pathways, decreased expression of collagen, type VI, alpha 1, 2 and 3 (NP_990438, NP_990679, NP_990865) was observed in both transcript and protein expression results (Additional file 1: Table S7). However, protein expression for specific elements that compose renal basement membranes [27, 28] including: collagen IVα1 (NP_990438) and IVα2 (NP_001155862); laminin β1 (XP_415943), β2 (NP_989497), and γ2 (XP_422285); and heparan sulfate proteoglycan 2 (XP_427362, NP_001001876) was increased in male kidneys (Additional file 1: Table S7). Within carbohydrate metabolism, the butanoate, citrate cycle, and pyruvate metabolism pathways were enriched in common among transcript and protein results. 

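In kidney of females at 3 mg/kg-d, the acyl-CoA synthetase gene ACSL1 fell with a log2 fold change of −0.87 (SE 0.31) and PLTP, which transfers phospholipids between lipoproteins, with −1.29 (SE 0.53) (n = 4 birds per group). At 14 mg/kg-d the sterol carrier gene SCP2 rose (0.49, SE 0.22) and the fatty acid transporter gene SLC27A4 fell (−0.53, SE 0.25), and at 30 mg/kg-d adiponectin (−0.85, SE 0.36) and the oxysterol receptor gene NR1H3 (−0.50, SE 0.21) fell. In males at 14 mg/kg-d CPT1A (−0.90, SE 0.32) and PPARA, the PPAR of fatty acid oxidation (−1.09, SE 0.51), fell. Of the PPAR signaling genes, 2 of 26, 1 of 26 and 2 of 23 fell in females at 3, 14 and 30 mg/kg-d and 0, 1 and 0 rose, and in males 0 of 24, 2 of 23 and 0 of 25 fell and none rose. None of these lists passed (adjusted p = 0.92, 0.34 and 0.82 in females and 0.45, 0.54 and 0.72 in males), and the means of −0.12 and −0.14 in females at 14 and 30 mg/kg-d turned to 0.10 and 0.03 with 75th percentile scaling. ACSL1 did not pass without 3 mg/kg-d replicate 2, CPT1A not without 14 mg/kg-d replicate 3, PLTP, ADIPOQ and NR1H3 not without any of 4 arrays each, SCP2 not without any of 5, and SLC27A4 and PPARA not without any of 6, and SLC27A4, ADIPOQ, NR1H3 and PPARA also ended in 11, 5, 5 and 6 of 14 other settings and SCP2 in 8 of 13.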

Within pathways related to the endocrine system, PPAR signaling was enriched where both protein and transcript expression was predominantly decreased (Additional file 1: Table S7). Overall, a number of pathway-level responses to 2A-DNT were conserved among transcript and protein expression in Northern bobwhite kidney tissue.

#### PPAR nuclear activation bioassays

2A-DNT caused a significant decrease in PPAR nuclear signaling in nuclear receptor activation and inhibition assays (Fig. 4). Significant reduction in signaling for PPARα was observed at 10 mg/L and at 1 and 10 mg/L for PPARδ (Fig. 4). Conversely, 2A-DNT had no significant effects on PPARγ and RXRα signaling. The significant reductions in PPARα and PPARδ signaling in the nuclear receptor inhibition assays indicate that 2A-DNT can effectively compete against the native ligand for binding to each respective receptor. Finally, neither exposure to 2A-DNT or positive controls affected cellular survival (Fig. 4).

**Fig. 4:**
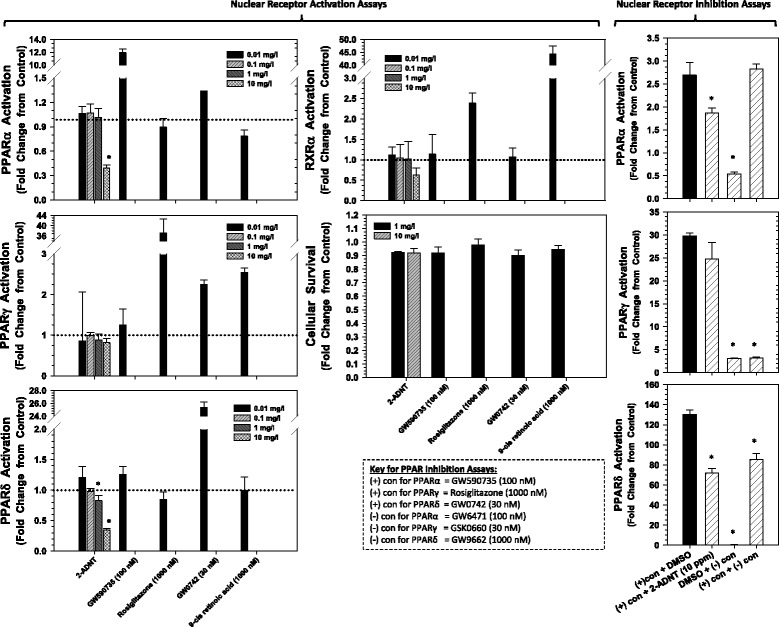
Effects of 2A-DNT in nuclear receptor activation and inhibition assays conducted in Chinese hamster ovary cells. The effects of 2A-DNT were examined against positive and negative controls for each nuclear receptor. Asterisks represent significant differences among treatments

## Discussion

We utilized comparative and integrative approaches for interpreting transcriptomics and proteomics results into hypothetical mechanisms of action underlying observed effects of 2A-DNT exposure in Northern bobwhite. A brief summary of the subchronic effects of 2A-DNT described in Quinn et al. [6] includes: mortality in the 14 and 30 mg/kg-d doses in females (none in males), significantly increased liver:brain weight ratios in each sex at 30 mg/kg-d, significantly increased plasma triglycerides in males at 0.5 and 3 mg/kg-d, significantly decreased leukocyte counts in females at 30 mg/kg-d, and splenic reticular cell hyperplasia in one male and two females at 30 mg/kg-d. Additionally, behavioral changes were observed including increased feeding in males at 0.5, 3 and 14 mg/kg-d at days 39–60 and increased feeding in females at the same dose levels from days 4–25. Although feeding levels differed across 2A-DNT doses, no significant changes in body weight or growth were observed [6]. Given the long-term subchronic (60d) exposure period in adult animals, the experimental design allowed observation of transcript and protein expression in response to 2A-DNT where gene expression signaling had the opportunity to approach a relatively steady-state condition [29]. The similarity of effects at the transcriptional and protein levels were considerably greater at higher levels of organization such as the top enriched biological networks (Fig. 1f) and enriched KEGG canonical metabolic pathways (Fig. 3) compared to direct transcript to protein comparisons (Fig. 1c). Given that the KEGG metabolic pathways and IPA-curated biological networks represent integrated systems of genes/processes that execute higher-order biological functions [17, 19], enrichment of differentially expressed genes within these pathways/networks were more readily translated to apical phenotypes.

### Matching pathways/Networks to phenotypes (Mechanisms of Action)

#### Mortality

All males survived the subchronic 60d exposure to 2A-DNT however, 4 females were either found dead or were moribund and euthanized, three in the 14 mg/kg-d treatment and one in the 30 mg/kg-d treatment [6]. Necropsy of these females revealed effects including: edematous gastrointestinal tracts, green food contents in gizzards, pale kidneys, enlarged gall bladders, regressed ovaries and apparent necrosis in the liver [6]. Additionally, moribund animals were unable to stand and experienced tremors during handling. Many of the same effects were also observed in Northern bobwhite exposed to a structurally-related nitroaromatic, 2,6-dinitrotoluene [9]. Mortality represents a complex toxicological endpoint that generally results from the failure of a single or multiple critical life-support systems. Protein and transcript expression were examined in animals that survived the 2A-DNT treatments, however we focused on phenotypes characteristic of those found in the quail that were lethally affected. These phenotypes represent likely indicators of system failures that contributed to animal death.

Expression in female liver tissue from the 14 and 30 mg/kg-d dosing treatments for the transcriptomic data and at the 30 mg/kg-d dosing in the proteomic data revealed enrichment of the IPA network “cell death” (Table 1) which is likely indicative of observed necrosis in liver. Within differentially expressed transcripts, the IPA sub-network “liver necrosis/cell death” was significantly enriched at both 14 and 30 mg/kg-d dosed females. Differentially expressed genes within this sub-network included: caspase 3 (CASP3, NP_990056, −2.6 fold change at 30 mg/kg-d), Insulin-like growth factor 1 (IGF1, NP_001004384, 2.17 fold change at 30 mg/kg-d) and cyclin-dependent kinase inhibitor 1B (CDKN1B, NP_989587, 1.62 fold change at 14 mg/kg-d), (Additional file 1: Table S2). 

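In liver of females, IGF1 had a log2 fold change of 1.08 (SE 0.58) at 30 mg/kg-d (2.11-fold, n = 4 birds per group) and CDKN1B of 0.65 (SE 0.33) at 14 mg/kg-d (1.57-fold), and neither passed the threshold, although IGF1 passed in 6 and CDKN1B in 8 of 14 other settings, both with 75th percentile scaling and quantile normalization. Over 14 genes of apoptosis the list mean was −0.42 at 30 mg/kg-d (adjusted p = 0.061, and 0.48 with an estimated correlation, slide as a fixed term −0.27, adjusted p = 0.196).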

CASP3 represents a cysteinyl-protease that is an initiator of programmed cell death [30], while IGF1 acts as an inhibitor of programmed cell death [31] and CDKN1B is a cyclin-dependent kinase inhibitor which arrests cells in the G1 phase of the cell cycle [32]. The combination of decreased expression of CASP3 and increased expression of CDKN1B is suggestive of a molecular-level response for preserving liver cell integrity, and reduced potential for cellular multiplication through decreased expression of CDKN1B. In parallel with transcript expression results, differential expression of proteins in female liver represented within the “cell death” network was also observed including: MYC induced nuclear antigen (MINA, XP_423066, −1.70 fold change at 30 mg/kg-d) and prohibitin 2 (PHB2, NP_001074354, −1.03 fold change at 30 mg/kg-d), (Additional file 1: Table S8). Both MINA and PHB2 are involved in increasing cell proliferation [33, 34] and observed decreases in expression of each is further indication of a molecular response to arrest cellular multiplication. Taken in total, both the transcript and protein expression results indicated molecular responses consistent with preservation of liver cells and inhibition of cellular multiplication in response to 2A-DNT dosing.

Integrated impacts on higher order biological systems and processes also likely contributed to lethality. For example, effects on PPAR metabolism, lipid metabolism, carbohydrate metabolism and amino acid metabolism likely represent interferences with systemic energy budgets as we have observed in other nitrotoluenes [11, 13, 15]. These contributing factors are described in more detail below.

#### Increased liver weights: connections to xenobiotic and energy metabolism

A variety of metabolic functions that primarily occur in the liver had enriched expression in response to 2A-DNT dosing. Enrichment of xenobiotic metabolism and multiple pathways involved in energy metabolism provide indicators of the potential causes of increased liver weights as well as systemic impacts of nitrotoluene exposure.

### Xenobiotic metabolism

The proteomics results indicated impacts on the “drug metabolism” gene network and the “xenobiotic biodegradation and metabolism” pathway. Significantly increased expression of a protein similar to cytochrome P450 2D20 was observed in both males and females (XP_416219) whereas cytochrome P450 CYP3A37 (NP_001001751) and CYP1A1 (NP_990477) protein expression in liver was significantly reduced in females (Additional file 1: Table S6). 

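CYP2R1, a vitamin D hydroxylase, fell in liver of males at 14 mg/kg-d with a log2 fold change of −0.90 (SE 0.33), and CYP2H1, a phenobarbital-inducible cytochrome of birds, fell at 30 mg/kg-d with −1.11 (SE 0.44) (n = 4 birds per group), with all treated birds below all controls for CYP2H1 (exact permutation test, p = 0.029). Treated and control birds were separated for 2.19% of all probes tested in males at 30 mg/kg-d, where chance gives 2.86%. At 30 mg/kg-d CYP2D20 had 0.98 (SE 0.76) in females and 0.42 (SE 0.54) in males, CYP3A37 0.21 (SE 0.50) in females and −0.01 (SE 0.41) in males, and CYP1A1 0.13 (SE 0.39) in females, and none of these passed. For CYP2D20, CYP3A37 and CYP1A1 the paper reports changes in protein, which these transcript values do not test. The values of CYP3A37 and CYP1A1 changed sign among the settings (−0.09 to 0.56 for CYP3A37 and −0.17 to 0.50 for CYP1A1 in females). Of the phase I genes measured at 30 mg/kg-d, 0 of 10 passed in females (list mean 0.35, adjusted p = 0.019, and 0.073 with an estimated correlation, slide as a fixed term 0.21, adjusted p = 0.41, 0.12 without control replicate 4 and 0.13 without 30 mg/kg-d replicate 4) and 1 of 12 fell in males (mean 0.23, adjusted p = 0.92). CYP2R1 did not pass with the normexp correction or without control replicate 3 or 14 mg/kg-d replicate 2, and CYP2H1 not with slide as a fixed term, with all 32 liver arrays or without control replicate 3 or 30 mg/kg-d replicate 2.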

A variety of P450 transcripts were similarly differentially expressed, although were not statistically enriched within a canonical pathway (Additional file 1: Table S2). As a class of enzymes P450’s are known to participate in phase I metabolism of endogenous and xenobiotic compounds [35]. Although initiated as a detoxification mechanism, metabolism of certain xenobiotics by P450s can result in highly toxic metabolite formation, as has been observed in certain CYP1A1-catalyzed reactions [36]. Such potentiation events may be the cause of the reduced expression of CYP1A1 and possibly CYP3A37 although the response could also be related to endogenous metabolism specific to females. There was mixed protein expression for glutathione transferase in both males and females, however the cytosolic classes of the gene had increased expression including glutathione transferase zeta 1 (XP_00123362 and XP_001233653) in both sexes. Although not significantly enriched as a pathway, transcripts for a variety of glutathione transferases were also differentially expressed in both males and females, all with increased expression (Additional file 1: Table S2). 

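An alpha class glutathione transferase gene (GSTA) rose in liver of females at 3 mg/kg-d by a log2 fold change of 0.84 (SE 0.34), and the zeta class gene GSTZ1 rose in liver of males at 30 mg/kg-d by 0.72 (SE 0.23) (n = 4 birds per group). In females at 30 mg/kg-d GSTZ1 had 0.38 (SE 0.37). Of the glutathione transferases measured in females, 1 of 7, 0 of 8 and 0 of 7 rose at 3, 14 and 30 mg/kg-d and none fell, with list means of 0.22, 0.37 and 0.37 (adjusted p = 0.304, 0.0052 and 0.011, and at the 2 higher doses 0.080 and 0.073 with an estimated correlation). They became 0.09, 0.23 and 0.32 with slide as a fixed term (adjusted p = 0.79, 0.22 and 0.082). In males 0 of 11, 0 of 8 and 1 of 10 rose and none fell (means 0.33, 0.01 and 0.41, adjusted p = 0.11, 0.57 and 0.21). GSTA did not pass with quantile normalization, with only the 8 arrays compared, without the array that HINTW sets against its label, or without any of 4 arrays in turn (0.48 to 1.20), and GSTZ1 in males not with the Baldi and Long test or slide as a fixed term.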

Glutathione transferases execute phase II xenobiotic metabolism where glutathione is conjugated to the xenobiotic to increase solubility for potential elimination [35]. Overall, protein expression in liver tissue for both males and females indicated increased expression for elements of both phase I and II xenobiotic metabolism in response to 2A-DNT dosing indicating the potential for enhanced metabolic activity for 2A-DNT detoxification in the liver. As a consequence of the increased need for xenobiotic metabolism, hepatomegaly may have occurred [37] to provide increased metabolic capacity for the degradation and excretion of 2A-DNT. Finally, the unique responses of females in the expression of transcripts & proteins involved in programmed cell death, arrest of cell cycle and various cytochrome P450s provides potential sources for the observations of increased sensitivity of females to 2A-DNT dosing relative to males.

### Lipid metabolism

An additional putative cause for the observed increase in liver weights resulting from 2A-DNT dosing is impaired potential for lipid metabolism. Wintz et al. [38] observed this effect in fathead minnow exposed to a nitrotoluene closely-related to 2A-DNT, 2,4-dinitrotoluene, where liver weights were increased due to increased lipid content that was attributed to impaired lipid catabolic pathways. Nitrotoluenes have been observed to impact transcriptional expression of genes involved in lipid metabolism [11, 13, 15, 38, 39] as well as downstream lipid content [13, 38, 39]. In the current study, enrichment of lipid metabolism pathways in response to 2A-DNT dosing were principle findings within both gene networks and canonical pathways for both transcriptomic and proteomics expression in liver tissue (Table 1, Figs. 1 and 2, Additional file 1: Tables S4 and S5). This very robust response was observed in both sexes, and given the similarities in findings for other nitrotoluenes described above, our study provides further evidence that impacts on lipid metabolism are a principle affect of nitrotoluenes in a variety of species. Although manifested through potential increases in liver weight, the negative impact of nitrotoluenes on lipid metabolism has the potential for systemic impacts on energy metabolism that may negatively impact overall individual health and performance of physical activity as described by Wilbanks et al. [15].

### Carbohydrate pathways

Both gene networks and canonical pathways involved in carbohydrate metabolism were enriched in transcript and protein expression datasets in liver tissue. (Table 1, Figs. 1 and 2, Additional file 1: Tables S4 and S5). As with lipid metabolism, nitrotoluenes have been observed to affect transcription of genes involved in carbohydrate metabolism and related pathways involved in energy metabolism [11, 13, 15]. Wilbanks et al. [15] indicated that the increases in carbohydrate metabolism occurred in 2,4-DNT exposures as a likely compensatory mechanism to maintain energy budgets given the impaired potential to utilize lipid as an energy substrate.

### PPAR (transcriptional regulator of both lipid and carbohydrate pathways)

PPAR signaling pathways represent principle regulators of lipid metabolism [14, 40] and carbohydrate metabolism [14, 41]. 

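PCK1, the entry enzyme of gluconeogenesis and a PPAR target, fell in liver of males at 3 mg/kg-d with a log2 fold change of −2.0 (SE 0.82, n = 4 birds per group), and its 2 other probes fell by 2.39 and 2.66 there. FABP3, a fatty acid binding protein, had a second probe that fell in females at 3 mg/kg-d with −2.20 (SE 0.85), its brightest being marked as an outlier spot on some arrays. In females at 30 mg/kg-d CPT1A had 0.87 (SE 0.45) and ACSL1 0.66 (SE 0.46), and the lipoprotein lipase gene LPL 0.82 (SE 0.42) at 14 mg/kg-d, all of them not past the threshold. In males CPT1A had −0.85 (SE 0.51) at 30 mg/kg-d, LPL −0.76 (SE 0.41) at 3 mg/kg-d and the desaturase gene SCD −0.42 (SE 0.53) at 14 mg/kg-d, and none passed. PPARA itself had 0.06 (SE 0.52) in females at 14 mg/kg-d and 0.19 (SE 0.39) in males at 3 mg/kg-d, with signs that changed among the settings, and PPARD is not named on the array. Of 14 other settings, CPT1A passed at 30 mg/kg-d in 5 in females and 3 in males, and LPL at 14 mg/kg-d in 3 in females. The PCK1 call ended with all 32 liver arrays, with slide as a fixed term and without any of 4 arrays (−2.70 to −1.37). From its receptor assays, enriched pathways and studies of other nitrotoluenes, the paper proposes that antagonism of PPAR signaling is an early event of impaired lipid and energy metabolism.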

PPAR signaling pathways were significantly enriched in response to 2A-DNT in liver tissue for both transcript and protein expression datasets (Fig. 5, Additional file 1: Table S5). Similar responses have been observed for multiple nitrotoluenes (i.e. TNT, 2,4,-DNT, and 2,6-DNT) ranging across a number of species including: Northern bobwhite, rat, mouse, fathead minnow and *Daphnia magna* [11, 13, 15, 38, 39]. All of the studies have implicated nitrotoluene antagonism of PPAR signaling as a potential molecular initiating event (MIE) for impaired lipid metabolism and energy budgets.

**Fig. 5:**
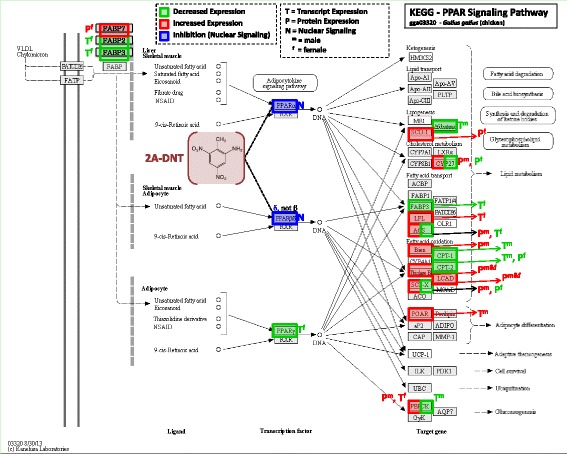
Effects of 2A-DNT on transcript expression, protein expression and nuclear signaling mapped onto the Kyoto Encyclopedia of Genes and Genomes (KEGG) peroxisome proliferator-activated receptor (PPAR) pathway

*In vitro* nuclear-signaling bioassays indicated that 2A-DNT is an antagonist of human PPARα and PPARδ nuclear signaling (Fig. 4). Given that the amino acid sequence for *Gallus gallus* PPARα and PPARδ are 89 % and 90 % identical to their human orthologs (http://blast.ncbi.nlm.nih.gov), respectively, a similar response to 2A-DNT is plausible in Northern bobwhite and is consistent with observed effects on lipid metabolic pathways (Fig. 5, Additional file 1: Table S6). The nitrotoluene 2,4-DNT has also been found to antagonize PPARα using human *in vitro* nuclear-activation assays [15]. Further, the 2,4-DNT induced antagonism of PPARα signaling acted as the principal MIE for impaired energy metabolism that led to adverse outcomes of reduced body weights and diminished exercise performance in mice. Examination of 2A-DNT effects (Fig. 5) suggests this response may be conserved in Northern bobwhite with at least some similar down-stream impacts on molecular pathways involved in energy metabolism including both lipid metabolism and gluconeogenesis (a key carbohydrate metabolic pathway). Curiously, although transcriptomics results indicated predominantly decreased expression of genes involved in fatty acid metabolism, certain proteins involved in this process were over-expressed (Fig. 5, Additional file 1: Table S6). In spite of this increased expression, plasma-triglyceride levels were not affected in females and were actually increased in males, although this may have been influenced by increased feeding rates in males [6]. 2A-DNT impacts PPAR nuclear signaling and expression of genes controlling lipid and carbohydrate metabolism, as observed with other nitrotoluenes [11, 15], however, 2A-DNT did not cause decreased body weight suggesting a decreased relative potency of 2A-DNT in comparison to other nitrotoluenes (i.e. TNT and 2,4-DNT) with respect to effects on energy metabolism.

#### Decreased leukocyte counts

Leukocyte counts were decreased in females at the highest 2A-DNT dose [6]. Neither the metabolic pathway nor the gene-network analyses provided strong indications of potential causes for this observation given transcriptomic or proteomic data. However, significantly decreased protein expression for catalase (CAT, XP_001233111) was observed in females dosed at 30 mg/kg-d (Additional file 1: Table S8). Catalase maintains redox potential under oxidative stress allowing the immune system to sustain stable function [42]. Additionally, decreased transcriptional expression of B-cell CLL/lymphoma 6 (zinc finger protein 51), a transcriptional repressor of genes involved in B-cell maturation (http://www.uniprot.org/uniprot/P41182), was observed in females at both the 14 and 30 mg/kg-d doses. 

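BCL6 fell in liver of females at 14 mg/kg-d with a log2 fold change of −1.68 (SE 0.57) and at 30 mg/kg-d with −1.36 (SE 0.57) (n = 4 birds per group), and in males its changes did not pass. RIPK2, a kinase of innate immune signaling, fell in females at 14 mg/kg-d with −1.52 (SE 0.42), with all treated birds below all controls (exact permutation test, p = 0.029). Treated and control birds were separated for 2.42% of all probes tested there, where chance gives 2.86%, so this p is not separate evidence. Of 2 further BCL6 probes in females, 1 fell at 14 mg/kg-d (−1.43, SE 0.62) and none at 30 mg/kg-d. None of 6 leukocyte markers passed in liver of females at 30 mg/kg-d (list mean −0.38, adjusted p = 0.49, slide as a fixed term −0.26, adjusted p = 0.69). The call of BCL6 at 30 mg/kg-d ended with the normexp correction and without control replicate 4 or 30 mg/kg-d replicate 1 or 4 (−1.78 to −0.96).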

Although, not enriched in pathways or gene networks, both the transcriptomics and proteomics results do provide indicators of potential mechanisms leading to decreased leukocyte counts in females.

#### Extracellular matrix and focal adhesion expression in kidney

Although the only apical evidence of effects on 2A-DNT dosing in Northern bobwhite kidneys was pale coloration, both transcriptomic and proteomic results indicated enrichment of extracellular matrix (ECM) receptor interactions and focal adhesion pathways. Predominant effects within both pathways were altered expression in collagen and collagen precursors along with effects on laminin and additional proteins that interact with collagen (Additional file 1: Table S7). 

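The laminin beta 1 gene LAMB1 fell in kidney of males at 30 mg/kg-d with a log2 fold change of −0.97 (SE 0.30) and in females had −0.46 (SE 0.32) at this dose (n = 4 birds per group). It was the only one of 9 basement membrane genes to pass in males at 30 mg/kg-d, also when adjusted over the list alone, which rests on the paper's choice on these samples and is not independent evidence (list mean −0.19, adjusted p = 0.85, slide as a fixed term −0.29, adjusted p = 0.66). LAMB2 and HSPG2 are not named on the array.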

Interactions between collagen IV and laminin are known to be important for guiding the structural development of the kidney [28] and, in combination with heparan sulfate proteoglycans are primary components of the renal basement membrane [27, 28]. Protein expression for each of these elements including: collagen IVα1 (NP_990438) and IVα2 (NP_001155862); laminin β1 (XP_415943), β2 (NP_989497), and γ2 (XP_422285); and heparan sulfate proteoglycan 2 (XP_427362, NP_001001876) was increased in male kidneys (Additional file 1: Table S7) possibly in order to maintain the integrity of basement membranes within the kidney that are key to renal function [27]. Both transcript and protein expression for various other collagen types that are not involved with renal basement membrane structure were decreased potentially as a trade off for mobilizing increased collagen IV. However, additional research investigating specific kidney histochemistry and physiology in response to 2A-DNT dosing is needed to validate such hypotheses as presented herein.

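In kidney of males, none of the collagens measured passed at any dose, and the list means were 0.19 over 11 genes at 3 mg/kg-d, 0.23 over 10 at 14 mg/kg-d and 0.10 over 10 at 30 mg/kg-d (adjusted p = 0.14, 0.084 and 0.078, n = 4 birds per group). Various collagens outside the renal basement membrane were lower in the paper's transcripts and proteins, and collagen IV protein was higher in male kidney. From this the paper proposes a possible trade-off for mobilizing collagen IV. The values given here are male transcripts and do not test the protein results.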

## Conclusions

This work compared and integrated transcript and protein expression in response to an important environmental pollutant in a sensitive avian model species providing a systems toxicology evaluation of adverse-exposure effects. The direct correspondence between transcript and protein expression in response to 2A-DNT was poor (Table 1), which is not unexpected [43]. Much greater similarity was observed in higher order functional responses including enrichment of molecular networks and canonical metabolic pathways (Table 1, Fig. 3), especially for molecular functions underlying observed toxicological phenotypes. For example , both transcript and protein expression results indicated molecular responses consistent with inhibition of programmed cell death and arrest of cell cycle in liver tissues of females at doses of 2A-DNT that caused liver necrosis and death in females. Additionally, both transcript and protein expression in liver tissue was indicative of induced phase I and II xenobiotic metabolism as a likely response to detoxify and excrete 2A-DNT. Nuclear signaling, transcript expression and protein expression assays each implicated PPAR nuclear signaling as a primary molecular target in the 2A-DNT exposure with significant downstream enrichment of PPAR-regulated pathways including various lipid metabolic pathways and gluconeogenesis within carbohydrate pathways in liver tissue. The relative expression of transcripts and proteins within enriched pathways was at times divergent indicating dynamics in expression that would likely be better characterized in a time series exposure relative to a dose series. None the less, the transcript expression assays identified many critical metabolic pathways as well as a key molecular initiating event known to be affected in nitrotoluene exposures identified in protein and nuclear signaling assays, respectively. Although the differential expression of transcripts and proteins was largely unique, the consensus of functional pathways and gene networks enriched among transcriptomic and proteomic datasets provided the identification of many critical metabolic functions underlying 2A-DNT toxicity as well as impaired PPAR signaling, a key molecular initiating event known to be affected in di- and trinitrotoluene exposures.

## Additional files

Additional file 1:
**Supplemental tables.** (XLSX 1436 kb) Additional file 2:
**Supplemental text and figures.**

## References

[1] Jenkins TFP JC, Ranney TA, Berry TE, Miyares PH, Walsh ME, Hewitt AD, Perron NM, Parker LV, Hayes CA, Wahlgren E (2001). Characterization of explosives contamination at military firing ranges. vol. ERDC/CRREL TR-01-5.

[2] Talmage SS, Opresko DM, Maxwell CJ, Welsh CJ, Cretella FM, Reno PH, Daniel FB (1999). Nitroaromatic munition compounds: environmental effects and screening values. Rev Environ Contam Toxicol.

[3] Esteve-Nunez A, Caballero A, Ramos JL (2001). Biological degradation of 2,4,6-trinitrotoluene. Microbiol Mol Biol Rev.

[4] Hovatter PAT, S. S.; Opresko, D. M.; Ross, R. H.: Ecotoxicity of Nitroaromatics to Aquatic and Terrestrial Species at Army Superfund Sites. In: Environmental Toxicology and Risk Assessment: Modelinq and Risk Assessment Edited by Dwyer FJD, T.R.; Hinman, M.L., vol. 6th. American Society for Testing and Materials; West Conshohocken, PA. 1997.

[5] Gionfriddo JP, Best LB (1996). Grit-Use patterns in north american birds: the influence of diet, body size, and gender. The Wilson Bulletin.

[6] Quinn MJ, McFarland CA, Lafiandra EM, Bazar MA, Johnson MS (2010). Acute, subacute, and subchronic exposure to 2A-DNT (2-amino-4,6-dinitrotoluene) in the northern bobwhite (Colinus virginianus). Ecotoxicology.

[7] Quinn MJ, Hanna TL, Shiflett AA, McFarland CA, Cook ME, Johnson MS, Gust KA, Perkins EJ (2013). Interspecific effects of 4A-DNT (4-amino-2,6-dinitrotoluene) and RDX (1,3,5-trinitro-1,3,5-triazine) in Japanese quail, Northern bobwhite, and Zebra finch. Ecotoxicology.

[8] Johnson MS, Quinn MJ, Bazar MA, Gust KA, Escalon BL, Perkins EJ (2007). Subacute toxicity of oral 2,6-dinitrotoluene and 1,3,5-trinitro-1,3,5-triazine (RDX) exposure to the northern bobwhite (Colinus virginianus). Environ Toxicol Chem.

[9] Quinn MJ, Bazar MA, McFarland CA, Perkins EJ, Gust KA, Gogal RM, Johnson MS (2007). Effects of subchronic exposure to 2,6-dinitrotoluene in the northern bobwhite (Colinus virginianus). Environ Toxicol Chem.

[10] Gust KA, Pirooznia M, Quinn MJ, Johnson MS, Escalon L, Indest KJ, Guan X, Clarke J, Deng Y, Gong P (2009). Neurotoxicogenomic investigations to assess mechanisms of action of the munitions constituents RDX and 2,6-DNT in Northern bobwhite (Colinus virginianus). Toxicol Sci.

[11] Rawat A, Gust KA, Deng Y, Garcia-Reyero N, Quinn MJ, Johnson MS, Indest KJ, Elasri MO, Perkins EJ (2010). From raw materials to validated system: the construction of a genomic library and microarray to interpret systemic perturbations in Northern bobwhite. Physiol Genomics.

[12] Rawat A, Gust KA, Elasri MO, Perkins EJ (2010). Quail Genomics: a knowledgebase for Northern bobwhite. BMC Bioinformatics.

[13] Deng Y, Meyer SA, Guan X, Escalon BL, Ai J, Wilbanks MS, Welti R, Garcia-Reyero N, Perkins EJ (2011). Analysis of common and specific mechanisms of liver function affected by nitrotoluene compounds. PLoS One.

[14] Desvergne B, Wahli W (1999). Peroxisome proliferator-activated receptors: nuclear control of metabolism. Endocr Rev.

[15] Wilbanks MS, Gust KA, Atwa S, Sunesara I, Johnson D, Ang CY, Meyer SA, Perkins EJ (2014). Validation of a genomics-based hypothetical adverse outcome pathway: 2,4-dinitrotoluene perturbs PPAR signaling thus impairing energy metabolism and exercise endurance. Toxicol Sci.

[16] Calvano SE, Xiao W, Richards DR, Felciano RM, Baker HV, Cho RJ, Chen RO, Brownstein BH, Cobb JP, Tschoeke SK (2005). A network-based analysis of systemic inflammation in humans. Nature.

[17] Viswanathan GA, Seto J, Patil S, Nudelman G, Sealfon SC (2008). Getting started in biological pathway construction and analysis. PLoS Comput Biol.

[18] Dennis G, Sherman BT, Hosack DA, Yang J, Gao W, Lane HC, Lempicki RA (2003). DAVID: database for annotation, visualization, and integrated discovery. Genome Biol.

[19] Curtis RK, Oresic M, Vidal-Puig A (2005). Pathways to the analysis of microarray data. Trends Biotechnol.

[20] Ankley GT, Bennett RS, Erickson RJ, Hoff DJ, Hornung MW, Johnson RD, Mount DR, Nichols JW, Russom CL, Schmieder PK (2010). Adverse outcome pathways: a conceptual framework to support ecotoxicology research and risk assessment. Environ Toxicol Chem.

[21] Baldi P, Long AD (2001). A Bayesian framework for the analysis of microarray expression data: regularized t -test and statistical inferences of gene changes. Bioinformatics.

[22] Rawat A, Seifert GJ, Deng Y (2008). Novel implementation of conditional co-regulation by graph theory to derive co-expressed genes from microarray data. BMC Bioinformatics.

[23] van den Berg BH, Harris T, McCarthy FM, Lamont SJ, Burgess SC (2007). Non-electrophoretic differential detergent fractionation proteomics using frozen whole organs. Rapid Commun Mass Spectrom.

[24] Vergnon JM, Barthelemy JC, Riffat J, Boissier C, Claudy A, Emonot A (1992). Raynaud's phenomenon of the lung. A reality both in primary and secondary Raynaud syndrome. Chest.

[25] Yates JR, Eng JK, McCormack AL, Schieltz D (1995). Method to correlate tandem mass spectra of modified peptides to amino acid sequences in the protein database. Anal Chem.

[26] Pendarvis K, Kumar R, Burgess SC, Nanduri B (2009). An automated proteomic data analysis workflow for mass spectrometry. BMC Bioinformatics.

[27] Miner JH (1999). Renal basement membrane components. Kidney Int.

[28] Laurie GW, Horikoshi S, Killen PD, Segui-Real B, Yamada Y (1989). In situ hybridization reveals temporal and spatial changes in cellular expression of mRNA for a laminin receptor, laminin, and basement membrane (type IV) collagen in the developing kidney. J Cell Biol.

[29] Legewie S, Herzel H, Westerhoff HV, Bluthgen N (2008). Recurrent design patterns in the feedback regulation of the mammalian signalling network. Mol Syst Biol.

[30] Ghavami S, Hashemi M, Ande SR, Yeganeh B, Xiao W, Eshraghi M, Bus CJ, Kadkhoda K, Wiechec E, Halayko AJ (2009). Apoptosis and cancer: mutations within caspase genes. J Med Genet.

[31] Chattopadhyay A, Carpenter G (2002). PLC-gamma1 is required for IGF-I protection from cell death induced by loss of extracellular matrix adhesion. J Cell Sci.

[32] Polyak K, Lee MH, Erdjument-Bromage H, Koff A, Roberts JM, Tempst P, Massague J (1994). Cloning of p27Kip1, a cyclin-dependent kinase inhibitor and a potential mediator of extracellular antimitogenic signals. Cell.

[33] Tsuneoka M, Koda Y, Soejima M, Teye K, Kimura H (2002). A novel myc target gene, mina53, that is involved in cell proliferation. J Biol Chem.

[34] Merkwirth C, Dargazanli S, Tatsuta T, Geimer S, Lower B, Wunderlich FT, von Kleist-Retzow JC, Waisman A, Westermann B, Langer T (2008). Prohibitins control cell proliferation and apoptosis by regulating OPA1-dependent cristae morphogenesis in mitochondria. Genes Dev.

[35] Parkinson A, CD K (2001). Biotransformation of Xenobiotics. Casarett and Doull’s Toxicology: The Basic Science of Poisons.

[36] Gilday D, Gannon M, Yutzey K, Bader D, Rifkind AB (1996). Molecular cloning and expression of Two novel avian cytochrome P450 1A enzymes induced by 2,3,7,8-tetrachlorodibenzo-p-dioxin. J Biol Chem.

[37] Huang W, Zhang J, Washington M, Liu J, Parant JM, Lozano G, Moore DD (2005). Xenobiotic stress induces hepatomegaly and liver tumors via the nuclear receptor constitutive androstane receptor. Mol Endocrinol.

[38] Wintz H, Yoo LJ, Loguinov A, Wu YY, Steevens JA, Holland RD, Beger RD, Perkins EJ, Hughes O, Vulpe CD (2006). Gene expression profiles in fathead minnow exposed to 2,4-DNT: correlation with toxicity in mammals. Toxicol Sci.

[39] Stanley JK, Perkins EJ, Habib T, Sims JG, Chappell P, Escalon BL, Wilbanks M, Garcia-Reyero N (2013). The good, the bad, and the toxic: approaching hormesis in Daphnia magna exposed to an energetic compound. Environ Sci Technol.

[40] Wolfrum C, Borrmann CM, Borchers T, Spener F (2001). Fatty acids and hypolipidemic drugs regulate peroxisome proliferator-activated receptors alpha - and gamma-mediated gene expression via liver fatty acid binding protein: a signaling path to the nucleus. Proc Natl Acad Sci U S A.

[41] Millward CA, Desantis D, Hsieh CW, Heaney JD, Pisano S, Olswang Y, Reshef L, Beidelschies M, Puchowicz M, Croniger CM (2010). Phosphoenolpyruvate carboxykinase (Pck1) helps regulate the triglyceride/fatty acid cycle and development of insulin resistance in mice. J Lipid Res.

[42] Wang C, Yue X, Lu X, Liu B (2013). The role of catalase in the immune response to oxidative stress and pathogen challenge in the clam Meretrix meretrix. Fish Shellfish Immunol.

[43] Guo Y, Xiao P, Lei S, Deng F, Xiao GG, Liu Y, Chen X, Li L, Wu S, Chen Y (2008). How is mRNA expression predictive for protein expression? A correlation study on human circulating monocytes. Acta Biochim Biophys Sin.

How the deposited data were processed for this re-analysis (not part of the article)

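The study measured transcripts of adult Northern bobwhite by microarray, 1 sample of liver or kidney per array, with Cy3 as the only dye, on a custom Agilent design. The 64 arrays form 16 groups of sex, tissue and dose (0, 3, 14 and 30 mg/kg-d of 2A-DNT in corn oil, 60 d), each with 4 replicates that are separate birds. The deposited data are, for each array, the output of the scanner software (Agilent Feature Extraction 9.5.1 in the submitters' processing notes) and 1 table of all 64 arrays. The intensity values in the array files were background-subtracted by the scanner software as the authors ran it. In the table, as deposited, the authors had divided each background-subtracted intensity, with negative values at 0, by the sum of its column, so that each column sums to about 1. For 23 of the 64 columns of the table, the replicate number differs from that of the array file with the same values, and the labels of the array files were used.

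Signals were read with Python 3.11, pandas 2.3.3 and numpy 2.4.6 and modelled in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, with figures by matplotlib 3.10.9. Per array, the processed signal was divided by its mean over the non-control probes and taken as log2. Mean signals ran from 1862 to 5088 (median 2462), the percent of spots well above background from 51.4 to 90.3 (median 64.0), saturated spots from 76 to 437 and spots marked as outliers from 36 to 452. The lowest correlation between arrays of a group was 0.819 (median 0.938). Of the probes, 14377 carry a gene symbol and 534 only an accession, which makes 8022 genes.

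For each sex and tissue, limma fitted the 16 arrays with 1 mean per dose and an empirical Bayes spread, and each dose was compared with 0 mg/kg-d (12 comparisons). A probe was tested when it was well above background and not marked as an outlier on all 8 arrays of the comparison. The threshold of the paper, an unadjusted p under 0.05, counts the probes past it, and Benjamini-Hochberg adjusted p values over the tested probes are given beside it, with 0.05 as the threshold. Targets whose probes in both orientations passed in a comparison were removed. For the targets that the paper removed, its methods name expression in both orientations and its results name differential expression in both. Further tests in limma were a linear trend over the 4 doses, the difference of the change between the sexes and the change over both sexes. Of 42 gene lists with at least 3 measured genes, each was tested by camera (preset correlation 0.01, and with an estimated correlation), fry and Fisher's exact test, adjusted over the lists of a comparison. Exact permutation tests of 4 birds against 4 have 0.029 as the smallest possible p. They are given for genes that had already passed the threshold, so this p is not separate evidence. Other groupings of the same arrays were counted over all 35 splits of 8 arrays, or 100 draws where there are more.

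Genes are named by a fixed rule: every gene that the paper names for its transcripts or draws in Fig. 5, per comparison the 5 largest rises and 5 largest falls among annotated genes past the threshold with all treated birds on 1 side of all controls, up to 5 annotated genes with the smallest adjusted p if under 0.05, and at most 4 members past the threshold per list and comparison, the largest changes first. Some genes that this rule names are left out of the text and of its counts of named genes. The brightest probe stands for a gene. The alternatives tried were scaling by the 75th percentile, quantile normalization, the normexp background correction (offset 50), the median signal minus background, the deposited table, a looser filter (4 of 8 arrays), no filter, a fit of only the 8 arrays, a fit of all 32 arrays of a tissue, the Bayesian test of Baldi and Long (prior weight 10), no targets with both orientations, slide as a random block, slide as a fixed term over all 64 arrays, blocks by replicate number and each array left out in turn, and for lists the mean of all probes of a gene. A fixed term for scan day and fits without 4 arrays whose W-linked signal is against their sex label, without 3 kidney arrays with liver transcripts and without the 6 arrays of slide 11 were added after the values were seen. Not used were the paper's protein, RT-qPCR and receptor data, and the paper's supplementary tables.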

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

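The tests of the sex marker with other probes and of the dose and acute phase explanations of the liver transcripts were chosen after the result was seen, and the test of liver RNA was planned. On 4 arrays HINTW, a gene of the W chromosome, went against the sex label. Its log2 signal over the array mean was 3.93 to 5.23 on 30 arrays labelled female and −8.14 to −3.67 on 30 labelled male, but −4.67 on replicate 1 of female kidney at 3 mg/kg-d, −6.37 on replicate 2 of female liver at 3 mg/kg-d and 3.85 on replicate 4 of male kidney at 0 mg/kg-d, all 3 far from their groups, and 4.82 on replicate 4 of male kidney at 14 mg/kg-d. The liver array also had a yolk gene mean of −4.99, far from its group and from the other 15 arrays of female liver (3.16 to 4.26). If the HINTW spot were faulty, the other probes that separate the sexes should follow the label, but for 2 such probes (SMAD2 and ZFR, chosen after their values were seen) 100% of the 8 pairs of array and probe lay on the side of the other sex, which argues against a faulty spot and is what a mislabelled sample or a wrongly recorded sex needs (100%). A swap between a female and a male liver sample would need a liver array labelled male with a high HINTW signal, and the highest was −4.0. A mislabelled sample or a wrongly recorded sex thus stays as a candidate explanation, which of the 2 is open, and no biological explanation was tested.

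On 3 kidney arrays, of female kidney at 0 (replicate 3) and 30 mg/kg-d (replicate 2) and male kidney at 3 mg/kg-d (replicate 3), transcripts of liver were high, with lists of liver in male kidney at 3 mg/kg-d as signals the paper does not report. The acute phase genes there had a mean log2 fold change of 1.50 (3 of 6 rose, adjusted p = 1.3e-06, and 0.36 with an estimated correlation, with 4 of 35 splits of the arrays giving as small a p) and the liver secreted proteins of 0.94 (2 of 9 rose, 0.00078, and 0.36), and without these 3 arrays 0.65 (0.014) and 0.31 (0.33). Liver RNA in the kidney samples should raise nearly all of 50 other liver-biased probes by over 1 (log2 above the other kidney arrays) on each array, and 74, 68 and 92% were raised, so that with 68% as the lowest it cannot be told apart from partial causes. An acute phase response of the kidney should raise acute phase genes only, but at least 70.2% of liver-biased probes of other genes were raised. The dose of 2A-DNT should set the 3 arrays in 1 dose group, and they come from 3. Liver RNA may thus have entered these samples, which the data do not decide.

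Chance marks about 1 in 20 groups of 4 as holding a sample far from the other 3. Of 60 groups tested on values of whole arrays 9 did, which besides the above were the mean signal of replicate 4 in female kidney at 0 mg/kg-d (5088, others 2529 to 2811), in female liver at 3 mg/kg-d (3702, others 2030 to 2159) and in male kidney at 0 mg/kg-d (5084, others 2490 to 2821), the percent of probes well above background in female liver at 3 mg/kg-d (88.9, others 56.7 to 58.2) and the liver secreted proteins in replicate 4 of female kidney at 14 mg/kg-d (−1.09, others −0.07 to 0.11). Of 299 groups tested on named genes 25 held such a sample, in female liver at 0 mg/kg-d GJB6 0.17 (replicate 4), DEGS2 −4.97 (replicate 4), HMGCS1 0.75 (replicate 2), ADIPOR2 4.57 (replicate 3) and BCL6 2.02 (replicate 4); in female liver at 3 mg/kg-d ADIPOR2 3.41 (replicate 3) and ALDH7A1 0.68 (replicate 1); in male liver at 14 mg/kg-d HMGCS1 1.64 (replicate 1); in male liver at 0 mg/kg-d PDGFA −3.96 (replicate 3); in male liver at 30 mg/kg-d STMN1 −1.64 (replicate 4) and GSTZ1 −2.26 (replicate 3); in female kidney at 3 mg/kg-d LAMA2 −0.43 (replicate 3); in female kidney at 14 mg/kg-d COL2A1 −1.28 (replicate 2) and COL6A2 −1.28 (replicate 2); in female kidney at 0 mg/kg-d COL6A2 −1.43 (replicate 1) and PDHX −1.91 (replicate 1); in female kidney at 30 mg/kg-d NID2 −6.57 (replicate 4) and COL5A1 −6.43 (replicate 4); in male kidney at 3 mg/kg-d FGA 2.41 (replicate 3) and AKR1D1 0.95 (replicate 3); in male kidney at 14 mg/kg-d RAB3B −1.03 (replicate 3); in male kidney at 0 mg/kg-d LOC769305 −1.93 (replicate 3) and RAC1 −5.45 (replicate 2); in female liver at 30 mg/kg-d CPT1A −0.95 (replicate 4); in male liver at 3 mg/kg-d PPARA 0.24 (replicate 3).

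Of 214 male-minus-female differences of lists tested, 26 passed (4 with an estimated correlation), and 15 of the 26 were at least 0.5 in size. Those 15 (adjusted p, then with an estimated correlation) were, in liver, glyoxylate and dicarboxylate metabolism at 3, 14 and 30 mg/kg-d, −1.20, −1.03 and −0.85 (0.00079, 0.0014 and 0.0075, then 0.0089, 0.0090 and 0.073), fatty acid metabolism at 14 mg/kg-d, −0.56 (0.0014, then 0.0090), ECM-receptor interaction at 14 mg/kg-d, 0.56 (0.025, then 0.62), leukocyte markers at 14 mg/kg-d, 0.89 (0.040, then 0.62), and apoptosis at 30 mg/kg-d, 0.73 (0.0077, then 0.39). In kidney they were acute phase genes at 3 and 14 mg/kg-d, 2.34 and 1.63 (3.0e-07 and 0.0039, then 0.078 and 0.17), fatty acid synthesis at 3 mg/kg-d, 0.76 (0.031, then 0.078), liver secreted proteins at 3 mg/kg-d, 1.54 (9.1e-06, then 0.078), collagens at 14 and 30 mg/kg-d, 0.55 and 0.71 (0.024 and 0.00012, then 0.18 and 0.11), and leukocyte markers at 14 and 30 mg/kg-d, 1.48 and 0.86 (3.2e-05 and 0.019, then 0.10 and 0.50). The male group at 3 mg/kg-d and the female controls of kidney each hold an array with liver transcripts. Without the 3 such arrays, in a fit chosen after the results were seen, the male change at 3 mg/kg-d went from 1.50 to 0.65 in acute phase genes (adjusted p = 0.014) and from 0.94 to 0.31 in liver secreted proteins (adjusted p = 0.33), and the sex difference was not tested without them. No sex difference was tested without the arrays against their sex label or with slide as a fixed term. For 2 of the named genes all treated birds of a sex lay on 1 side of the controls and all of the other sex on the opposite side. They were BCKDHB in liver at 3 mg/kg-d (male minus female −1.72) and LOC769305 in kidney at 14 and 30 mg/kg-d (3.11 and 3.25). For neither did the difference pass after adjustment in limma. Only the named genes were searched, not all probes, and chance alone separates 2.86% of probes in each sex.

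Signals in genes that the paper does not discuss for the group were, as list means, the yolk genes in female liver at 3 mg/kg-d (−1.82, adjusted p = 0.034, then 0.40 with an estimated correlation), which rests on replicate 2 of that dose, the array whose HINTW signal is against its label (−0.14, adjusted p = 0.68, without it), collagens and ECM-receptor interaction in female liver at 30 mg/kg-d (−0.66 and −0.55, adjusted p = 0.020 and 0.0026, then 0.36 and 0.34 with an estimated correlation), where the collagens ended without any of 4 arrays (up to 0.17 without replicate 1 of the controls), leukocyte markers in male liver at 14 mg/kg-d (0.56, 0.0056, then 0.59), in female kidney at 14 and 30 mg/kg-d (−0.93 and −0.77, 0.019 and 0.026, then 0.37 and 0.41) and in male kidney at 14 mg/kg-d (0.50, 0.019, then 0.47) and steroid hormone biosynthesis in male kidney at 3 mg/kg-d (0.52, 0.015, then 0.36). With slide as a fixed term the leukocyte markers did not pass in any of these groups (adjusted p 0.089 to 0.61), in female kidney they ended without replicate 4 of the controls (0.23 at 14 mg/kg-d and 0.40 at 30 mg/kg-d), without replicate 1 (0.11) or 3 (0.073) of 14 mg/kg-d and without replicate 2 (0.26), 3 (0.051) or 4 (0.070) of 30 mg/kg-d, and in male kidney without replicate 1 of the controls (0.14) or replicate 3 of the dose (0.45), and steroid hormone biosynthesis in male kidney ended without replicate 4 of the controls (0.53) or replicate 1 (0.054) or 3 (0.23) of the dose. The trend of ALKBH3 over dose in female liver was −0.068 log2 units per mg/kg-d.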

How the results depend on the processing

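The fit with scan day as a fixed term and the fits without slide 11, without the 4 arrays against their sex label and without the 3 kidney arrays with liver transcripts are tests chosen after the results were seen. Of the 169 named genes and comparisons, 148 passed the paper's threshold, 77 of them in every planned setting, 70 without each array in turn and 54 in both. Over all runs on genes, 3634 kept their side of the threshold (sign changes with no call on either side included), 582 lost the call, 42 gained it and 1 reversed (BNIP3 in male kidney at 14 mg/kg-d, 0.11 with the normexp correction, the cause was not tested). Over all results, genes and others together, 68 values changed sign with no call on either side. The list tests kept their side of the threshold in 446 runs, lost a call in 48, gained one in 15 and reversed in 2. The share of probes common to 2 doses stayed within 1.5 times in all 28 runs, at 21.5 to 25.3% in female liver, 11.3 to 16.7% in male liver, 14.9 to 20.9% in female kidney and 12.9 to 17.8% in male kidney. Counts of probes past the threshold stayed within 1.5 times in 228 runs and moved in 75. Signal over background limits the probes that were tested, 6502 to 7916 per comparison, and the 4 birds per group limit the changes that pass. The replicate numbers are not stated to pair birds or samples.

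The settings that moved the counts of probes past the threshold over 1.5 times gave these totals, with doses in mg/kg-d, and the cause was not tested. With 75th percentile scaling, 257 in male liver at 14. With quantile normalization, 205 and 294 in male liver at 3 and 14. With the normexp correction, 456 in male liver at 3. With the median signal minus background, 104 in male kidney at 3. With the deposited table, 103 in male kidney at 3. Without a filter, 536 in female liver at 3, 344 and 380 in male liver at 3 and 14, 572 in female kidney at 30, 432 in male kidney at 14. With only the 8 arrays compared, 156 in female liver at 3, 359 and 275 in male liver at 3 and 14, 283 in male kidney at 3. With all 32 arrays of the tissue, 372, 376 and 368 in female liver at 3, 14 and 30, 69, 108 and 187 in male liver at 3, 14 and 30. With the Baldi and Long test, 119 in female liver at 3, 220 and 175 in male liver at 3 and 30, 305 in female kidney at 14, 129 and 196 in male kidney at 14 and 30. With slide as a random block, 429 and 334 in female liver at 3 and 30, 228 and 346 in male liver at 3 and 14, 673 in male kidney at 30. With slide as a fixed term, 704, 466 and 585 in female liver at 3, 14 and 30, 346 in male liver at 14, 333 and 240 in female kidney at 14 and 30, 571 in male kidney at 30. With scan day as a fixed term, 715, 576 and 590 in female liver at 3, 14 and 30, 296 in male liver at 14, 164 and 136 in female kidney at 14 and 30. Without slide 11, 417 in female liver at 3, 209 and 271 in male liver at 3 and 14, 236, 256 and 202 in female kidney at 3, 14 and 30, 194 in male kidney at 30. Without the 3 kidney arrays with liver transcripts, 664, 1065 and 961 in female kidney at 3, 14 and 30. Leaving out 1 array gave 256 to 1139 in female kidney at 14, 236 to 718 in female kidney at 3, 174 to 907 in female kidney at 30, 176 to 414 in female liver at 3, 145 to 352 in female liver at 30, 165 to 425 in male kidney at 14, 129 to 286 in male liver at 14 and 225 to 855 in male liver at 30. After adjustment, probes passed in female liver with all 32 arrays of the tissue (2 at 3 mg/kg-d and 1 at 30 mg/kg-d), the Baldi and Long test (2), slide as a random block (2), slide as a fixed term (29), scan day (40), without slide 11 (1) and without single arrays (0 to 1), in female kidney with the Baldi and Long test (1), without targets with both orientations (1), with slide as a fixed term (1) and without single arrays (0 to 1), and in male kidney with the Baldi and Long test (1). A trend over dose passed for 0 probes in female liver with 75th percentile scaling, quantile normalization, the deposited table and blocks by replicate number, and for 1 in male kidney with the deposited table and with slide as a random block, under which 1 probe also differed between the sexes in liver and 1 changed over both sexes in kidney. The share of probes common to both sexes in liver became 5.93% with 75th percentile scaling, 6.09% with quantile normalization and 7.31% with slide as a random block.

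With blocks by replicate number, counts became 272 and 419 in male kidney at 3 and 14 mg/kg-d, the share common to both sexes in kidney became 9.25%, and steroid biosynthesis in male liver at 14 mg/kg-d had an adjusted p of 0.032. Each array of male kidney at 14 mg/kg-d correlated best with the control of its own number (4 of 4, and 0 to 3 of 4 in the other comparisons). In these 2 groups, both arrays of replicate 1 lay on slide 1 and both of replicate 3 on slide 8. Both arrays of replicate 4 had a HINTW signal against the sex label. Pairing of birds by number cannot be told apart from slide and from the doubtful labels.

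Adjusted p of the lists whose side of the threshold moved were as follows, and the cause was not tested. Pyruvate metabolism in female liver at 3 mg/kg-d (main 0.13) had 0.035 with directional fry, and 0.015 to 0.98 without single arrays. Glycine, serine and threonine metabolism in female liver at 3 mg/kg-d (main 0.023) had 0.21 with an estimated correlation, 0.19 with directional fry and 0.99 with mixed fry, and 0.0042 to 0.19 without single arrays. Tryptophan metabolism in female liver at 3 mg/kg-d (main 0.14) had 0.0071 with slide 11 left out, and 0.0026 to 0.46 without single arrays. Phenylalanine metabolism in female liver at 3 mg/kg-d (main 0.034) had 0.086 with 75th percentile scaling, 0.061 with quantile normalization, 0.051 with the looser filter, 0.23 with slide as a fixed term, 0.15 with scan day as a fixed term, 0.076 with the 4 arrays against their label left out, 0.21 with an estimated correlation, 0.15 with directional fry and 1 with mixed fry, and 0.0042 to 0.19 without single arrays. Pyruvate metabolism in female liver at 14 mg/kg-d (main 0.0092) had 0.13 with quantile normalization, 0.22 with slide as a fixed term, 0.16 with scan day as a fixed term, 0.73 with slide 11 left out (reversed), 0.18 with the mean of all probes, 0.0802 with an estimated correlation, 0.063 with directional fry and 1 with mixed fry, and 0.0099 to 0.67 without single arrays. Glyoxylate and dicarboxylate metabolism in female liver at 30 mg/kg-d (main 0.0026) had 0.073 with an estimated correlation, 0.079 with directional fry and 0.997 with mixed fry. Steroid biosynthesis in male liver at 14 mg/kg-d (main 0.067) had 0.012 with only the 8 arrays, and 0.024 to 0.26 without single arrays. ECM-receptor interaction in female kidney at 30 mg/kg-d (main 0.013) had 0.43 with slide as a fixed term, 0.075 with the 3 arrays with liver transcripts left out, 0.41 with an estimated correlation and 0.21 with directional fry. Butanoate metabolism in male kidney at 30 mg/kg-d (main 0.17) had 0.015 with slide as a fixed term, 0.035 with scan day as a fixed term and 0.049 with the mean of all probes. Pyruvate metabolism in male kidney at 30 mg/kg-d (main 0.029) had 0.097 with 75th percentile scaling, 0.38 with quantile normalization, 0.084 with the deposited table, 0.56 with the 4 arrays against their label left out, 0.39 with slide 11 left out, 0.078 with the mean of all probes, 0.14 with an estimated correlation, 0.81 with directional fry and 1 with mixed fry, and 0.0028 to 0.62 without single arrays. Citrate cycle in male kidney at 30 mg/kg-d (main 0.078) had 0.047 with the looser filter, and 0.022 to 0.699 without single arrays.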

Differences from the paper's values

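The fits with scan day as a fixed term, without slide 11 and without the 4 arrays against their sex label were chosen after the values were seen. The paper's lists of targets are in supplementary tables that were not used here, so how many of its called items those fits drop was not counted. Read by eye from Fig. 1, the paper's counts of targets past the threshold differ by over 1.5 times in 4 of 12 comparisons, at the same p threshold but with limma here and a Bayesian test in the paper. The other 8 lie within 1.5 times and are not listed. In male liver at 3 mg/kg-d the paper shows about 340 and the count here is 129, with no difference under the normexp correction, no filter, only the 8 arrays compared and slide as a random block, and a difference under the other 10 of the 14 alternatives set before the data were examined. In male liver at 14 mg/kg-d the paper shows about 270 and the count here is 163, with a difference left only under the deposited table, all 32 arrays of the tissue and no targets with both orientations. In female liver at 3 mg/kg-d the paper shows about 130 and the count here is 238, with no difference under only the 8 arrays compared and the Baldi and Long test (the test that the paper's methods name) and a difference under the other 12. In male kidney at 3 mg/kg-d the paper shows about 290 and the count here is 173, with no difference under 75th percentile scaling, quantile normalization, the looser filter, no filter, only the 8 arrays compared, the Baldi and Long test, slide as a random block and blocks by replicate number, and a difference under the other 6.

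At all 3 doses in male liver the paper shows about 22 in Fig. 1, read by eye, against 12 here, with no difference under 75th percentile scaling, quantile normalization, the normexp correction, no filter, slide as a random block and blocks by replicate number and a difference under the other 8. In both sexes at any dose the paper shows about 67 in liver and about 160 in kidney in Fig. 1, read by eye, against 38 and 94 here. In liver no difference is left under 75th percentile scaling, quantile normalization, the normexp correction, the median signal minus background, no filter, only the 8 arrays compared and blocks by replicate number, and in kidney under the median signal minus background, the looser filter, no filter, only the 8 arrays compared, slide as a random block, slide as a fixed term and blocks by replicate number, with a difference under the other 7 each. As a percent of the shorter list in liver, the paper's 14.6 stands against 7.79 here, with no difference under 75th percentile scaling, quantile normalization, the normexp correction, only the 8 arrays compared, all 32 arrays of the tissue, the Baldi and Long test and slide as a random block and a difference under the other 7. Of targets past the threshold in both orientations, the paper's 37 in liver and 53 in kidney stand against 2 and 6 here, with a difference under all 14 alternatives (0 to 16 and 0 to 23).

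For genes of a pathway past the threshold, the paper's numbers are read by eye from Fig. 2, and the gene lists here are not those of the paper. For steroid hormone biosynthesis and steroid biosynthesis in male liver at 14 mg/kg-d the paper shows about 4 and about 4 against 0 and 2 here, and for pyruvate metabolism in female liver at 3 and 14 mg/kg-d about 4 and about 5 against 1 and 1 here, all with a difference under all 14 alternatives. For PPAR signaling the paper shows about 5 in male liver at 3 mg/kg-d against 2 here (no difference under only the 8 arrays compared and the Baldi and Long test, a difference under the other 12), about 3 in female liver at 3 mg/kg-d against 1 here (no difference under the median signal minus background, the deposited table, slide as a random block and slide as a fixed term, a difference under the other 10) and about 4 in female liver at 14 mg/kg-d against 2 here (a difference left under the normexp correction, the looser filter, no filter, no targets with both orientations and blocks by replicate number).

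In direction, the paper shows most pyruvate metabolism genes lower in female liver at 14 mg/kg-d, where here the 1 gene past the threshold, ALDH7A1, was higher (0.70). That call ended in 5 of 14 settings (the deposited table and the Baldi and Long test among them) and without any of 6 of the 8 arrays. The mean of the list went from 0.27 to −0.08 without slide 11, a fit chosen after the results were seen. That fit takes only control replicate 4 from this comparison. The direction is thus not settled here. The paper has all matrix transcripts of female kidney lower, and here THBS1 was higher at 3 mg/kg-d (0.87) while 4, 7 and 9 genes of the list were lower at 3, 14 and 30 mg/kg-d. The paper counts IGF1 and CDKN1B in female liver among changed transcripts, which here did not pass (log2 fold changes of 1.08 at 30 mg/kg-d and 0.65 at 14 mg/kg-d). IGF1 passed with 75th percentile scaling, quantile normalization, the normexp correction, only the 8 arrays, the Baldi and Long test and slide as a random block, without replicate 3 of the controls and, as a setting added after seeing the data, without the 4 arrays against their sex label. CDKN1B passed with 75th percentile scaling, quantile normalization, the normexp correction, the median signal minus background, the deposited table, all 32 arrays, slide as a fixed term and blocks by replicate number, without replicate 1 of the controls and, as a setting added after seeing the data, with scan day as a fixed term. COL6A1, which the paper has as lower, did not pass in female kidney at 3 mg/kg-d (−0.78) and was not measured at the other doses.

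The paper reports pathways enriched by a different test than camera on lists of its own, and some of these lists did not pass by camera here. For fatty acid metabolism and steroid biosynthesis in liver the text gives no sex or dose, and Fig. 2 draws them lower in male liver at 14 mg/kg-d. There fatty acid metabolism had an adjusted p of 0.36 (Fisher's exact test, adjusted, 0.023), while the list passed by camera upward in female liver at 14 and 30 mg/kg-d (0.0063 and 0.021), but not with an estimated correlation (0.080 and 0.073), nor without replicate 4 of the dose at 14 mg/kg-d (0.18) or without replicate 1 or 2 of the controls or 3 or 4 of the dose at 30 mg/kg-d (0.057, 0.094, 0.074 and 0.22). Steroid biosynthesis had 0.067 there and passed with only the 8 arrays compared (0.012), with blocks by replicate number (0.032), without replicate 4 of the controls (0.031) and without replicate 1 or 2 at 14 mg/kg-d (0.024 and 0.044), and with 1 array left out also in female liver at 3 mg/kg-d and male liver at 30 mg/kg-d (0.030 and 0.037). In female liver at 3 mg/kg-d tryptophan metabolism had 0.14 and passed without replicate 4 at that dose (0.0026) and, as a setting added after seeing the data, without slide 11 (0.0071), and cysteine and methionine metabolism had 0.70 and passed in no setting run. For adipocytokine signaling and the pentose and glucuronate interconversions the text names liver only, and for PPAR signaling liver and kidney. None of the 3 passed by camera in any of the 6 liver comparisons (lowest adjusted p of 0.072 for PPAR signaling, and of 0.21 and 0.26 for the others), with PPAR signaling in female liver at 30 mg/kg-d past it with 1 array left out (0.024, upward in the full set). In the 6 kidney comparisons PPAR signaling did not pass either (lowest adjusted p of 0.34), and in male kidney at 14 mg/kg-d it had −0.16 (0.037) without the 4 arrays against their sex label, a fit chosen after the values were seen.

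In female kidney the paper has ECM-receptor interaction enriched at all doses, and here it passed at 30 mg/kg-d but at 3 and 14 mg/kg-d (0.52 and 0.39) in no setting run. In male kidney the paper has butanoate metabolism, pyruvate metabolism and the citrate cycle enriched at 14 and 30 mg/kg-d. At 14 mg/kg-d none passed in any setting run (0.88, 0.63 and 0.76). At 30 mg/kg-d pyruvate metabolism passed (0.029). Butanoate metabolism (0.17) passed there with slide as a fixed term (0.015), with the mean of all probes (0.049) and, as a setting added after seeing the data, with scan day as a fixed term (0.035). The citrate cycle (0.078) passed there with the looser filter (0.047) and without replicate 1 or 3 of the controls (0.022 and 0.028).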

Other observations

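The tests of scaling and of slide 11 in female kidney and the splits for lists put to them because they had passed were chosen after the result was seen, and the other splits of the arrays were planned. In liver of females at 30 mg/kg-d, 2 of 9 collagens and 3 of 19 genes of ECM-receptor interaction passed, all lower (list means −0.66 and −0.55, adjusted p = 0.020 and 0.0026, and 0.36 and 0.34 with an estimated correlation), and the collagen call ended without any of 4 arrays. COL6A2 fell with a log2 fold change of −1.99 (SE 0.54), COL3A1 with −1.20 (SE 0.41) and the matrix signal gene RELN with −0.99 (SE 0.40), each with all 4 treated birds below all 4 controls. These calls did not end without any single array for COL6A2 and COL3A1, and ended without any of 3 for RELN. COL3A1 did not pass with the normexp correction, and RELN not with that correction, 75th percentile scaling or quantile normalization. Over the 4 doses the collagens of female liver changed by −0.029 log2 units per mg/kg-d (8 genes, adjusted p = 0.00038, and 0.34 with an estimated correlation) and ECM-receptor interaction by −0.021 (14 genes, 0.00060 and 0.39).

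In kidney of females SPI1, a transcription factor of myeloid cells, fell at 14 mg/kg-d with −1.62 (SE 0.51) and at 30 mg/kg-d with −1.15 (SE 0.51), and CD74, the invariant chain of antigen presentation, with −1.60 (SE 0.56) and −1.29 (SE 0.56), while B2M fell at 30 mg/kg-d with −0.67 (SE 0.26). With slide as a fixed term CD74 at both doses and SPI1 and B2M at 30 mg/kg-d did not pass. Over the 14 settings SPI1 at 30 mg/kg-d did not pass in 5 (quantile normalization among them), B2M in 6 (75th percentile scaling among them) and CD74 at 30 mg/kg-d in 2. CD74 at 14 mg/kg-d also ended without replicate 4 of the controls, and the calls at 30 mg/kg-d ended without any of 5 arrays (SPI1, CD74) or 3 (B2M). In kidney of males at 3 mg/kg-d, the plasma protein genes FGA (2.60, SE 0.79) and PIT54 (2.65, SE 0.95) and the bile acid reductase gene AKR1D1 (2.34, SE 0.76) rose, on a group of arrays with 1 that carried liver transcripts. That array, replicate 3, had FGA at 2.41 (other treated birds −2.23 to −1.60) and AKR1D1 at 0.95 (others −3.06 to −2.43). In cell cycle genes of male liver the trend over dose was 0.020 log2 units per mg/kg-d (15 genes, adjusted p = 0.0085, and 0.61 with an estimated correlation). Among the 7217 to 7916 probes tested per comparison in kidney and the 6502 to 7163 in liver, 1.4 to 3.3% separated all treated birds from all controls, where chance separates 2.86%.

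Most probes past the threshold in female kidney at 14 mg/kg-d were lower (89.8%). If dividing each array by its mean signal made this excess, another scaling should remove it, and with quantile normalization 44.2% were lower. That normalization gives all arrays 1 distribution and thereby centres the changes, so that the test does not decide and the scaling cannot be told apart from a general fall of transcripts. If the bright slide 11 array among the controls were the whole cause, the excess should end without it, but 71.1% were still lower, which argues against that. A general fall of transcripts with 2A-DNT stays open as untested, since the arrays give no absolute amount of RNA.

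All 35 splits of the 8 arrays of each comparison into 4 and 4 were counted. As many probes past the threshold as in the real split (in brackets the real count and the highest of another split) came from 27 (238, 1407), 27 (186, 497) and 18 (217, 1003) in female liver; 13 (129, 376), 25 (163, 447) and 18 (331, 1439) in male liver; 14 (371, 1168), 9 (529, 1264) and 12 (373, 1260) in female kidney; 14 (173, 462), 25 (246, 1352) and 13 (317, 940) in male kidney. Chance could be excluded for none of these counts, and splits that call several times the real count point to a structure of the samples other than dose. For lists, the count is of splits with as small a camera p (in brackets the real unadjusted camera p and the smallest of another split, to be read against these exact splits). Of the lists set before the files were seen, the real split came first for pyruvate metabolism in female liver at 14 mg/kg-d 1 (0.0021, 0.0058) and glyoxylate and dicarboxylate metabolism in female liver at 30 mg/kg-d 1 (0.00023, 0.0011). These lists stand for pathways that the paper names from the same birds. With no correction for the number of lists put to the splits, chance is not excluded for either. Others were put to the splits because they had passed by camera, and to come first there repeats that choice, so that the splits decide nothing for valine, leucine and isoleucine degradation in female liver at 3 mg/kg-d 1 (3.6e-05, 7.1e-05), glutathione transferases in female liver at 14 mg/kg-d 1 (0.00056, 0.00198), fatty acid metabolism in female liver at 14 mg/kg-d 1 (0.00085, 0.0017), ECM-receptor interaction in female liver at 30 mg/kg-d 1 (0.00028, 0.00051), collagens in female kidney at 30 mg/kg-d 1 (1.9e-06, 4.4e-05), basement membrane in female kidney at 30 mg/kg-d 1 (0.0013, 0.0024). None of these 8 passed with an estimated correlation (adjusted p 0.073 to 0.41). In female liver at 14 mg/kg-d, pyruvate metabolism, glutathione transferases and fatty acid metabolism did not pass with slide as a fixed term (0.21, 0.23 and 0.20, adjusted p = 0.22, 0.22 and 0.16) or quantile normalization (adjusted p = 0.13, 0.080 and 0.080), and basement membrane in female kidney did not with slide as a fixed term (−0.38, adjusted p = 0.43). As a fit chosen after the values were seen, pyruvate metabolism had −0.08 (0.73) without slide 11, which takes only control replicate 4 from that comparison. Chance could not be excluded for pyruvate metabolism in female liver at 3 mg/kg-d 4 (0.033, 0.0072), PPAR signaling in female liver at 3 mg/kg-d 15 (0.3, 0.023), glycine, serine and threonine metabolism in female liver at 3 mg/kg-d 2 (0.0019, 0.0018), tryptophan metabolism in female liver at 3 mg/kg-d 11 (0.046, 0.0006), phenylalanine metabolism in female liver at 3 mg/kg-d 2 (0.0046, 0.00046), cysteine and methionine metabolism in female liver at 3 mg/kg-d 32 (0.62, 0.0046), PPAR signaling in female liver at 14 mg/kg-d 8 (0.097, 0.019), oxidative phosphorylation in female liver at 14 mg/kg-d 7 (7.6e-05, 4.2e-07), oxidative phosphorylation in female liver at 30 mg/kg-d 2 (4e-06, 3.9e-06), glutathione transferases in female liver at 30 mg/kg-d 2 (0.0017, 0.0011), PPAR signaling in male liver at 3 mg/kg-d 20 (0.68, 0.014), fatty acid metabolism in male liver at 14 mg/kg-d 10 (0.14, 0.0103), steroid biosynthesis in male liver at 14 mg/kg-d 3 (0.0038, 0.0013), steroid hormone biosynthesis in male liver at 14 mg/kg-d 32 (0.81, 0.038), cell cycle in male liver at 30 mg/kg-d 5 (0.0031, 0.00054), ECM-receptor interaction in female kidney at 3 mg/kg-d 14 (0.28, 0.037), ECM-receptor interaction in female kidney at 14 mg/kg-d 17 (0.27, 0.016), leukocyte markers in female kidney at 14 mg/kg-d 4 (0.0036, 0.00028), ECM-receptor interaction in female kidney at 30 mg/kg-d 2 (0.00094, 0.00048), acute phase genes in male kidney at 3 mg/kg-d 4 (3.4e-08, 2e-09), butanoate metabolism in male kidney at 14 mg/kg-d 32 (0.78, 0.025), pyruvate metabolism in male kidney at 14 mg/kg-d 21 (0.32, 0.0011), citrate cycle in male kidney at 14 mg/kg-d 30 (0.61, 0.0003), butanoate metabolism in male kidney at 30 mg/kg-d 2 (0.091, 0.085), pyruvate metabolism in male kidney at 30 mg/kg-d 3 (0.0035, 0.00067), citrate cycle in male kidney at 30 mg/kg-d 11 (0.023, 0.0023).

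After adjustment, the real count was 0 in each sex and tissue, which all 100 regroupings of 16 arrays reach by construction, so that these runs decide nothing about chance. Their highest counts were 3, 150, 405 and 626 in female liver, male liver, female kidney and male kidney, again a structure of the samples. For the trend in female liver, the real 1 probe (ALKBH3) was reached by 3 of 100 reassignments of the doses, the real one included (highest other 1). Female liver is 1 of 4 groups tested for a trend, and with 75th percentile scaling, quantile normalization, the deposited table and blocks by replicate number 0 probes passed, so that chance is not excluded for this probe. For the trend in male liver, female kidney and male kidney the real count was 0, which all 100 reach (highest 1, 5 and 2), as for the sex difference in liver and kidney (100, highest 189 and 86) and the change over both sexes (100, highest 356 and 338).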
